# Deficiency in the cell-adhesion molecule *dscaml1* impairs hypothalamic CRH neuron development and perturbs normal neuroendocrine stress axis function

**DOI:** 10.3389/fcell.2023.1113675

**Published:** 2023-02-16

**Authors:** Manxiu Ma, Alyssa A. Brunal, Kareem C. Clark, Carleigh Studtmann, Katelyn Stebbins, Shin-ichi Higashijima, Y. Albert Pan

**Keywords:** HPA (hypothalamic-pituitary-adrenal) axis, zebrafish, CRH neuron, hypothalamus, development

## Abstract

The corticotropin-releasing hormone (CRH)-expressing neurons in the hypothalamus are critical regulators of the neuroendocrine stress response pathway, known as the hypothalamic-pituitary-adrenal (HPA) axis. As developmental vulnerabilities of CRH neurons contribute to stress-associated neurological and behavioral dysfunctions, it is critical to identify the mechanisms underlying normal and abnormal CRH neuron development. Using zebrafish, we identified *Down syndrome cell adhesion molecule like-1* (*dscaml1*) as an integral mediator of CRH neuron development and necessary for establishing normal stress axis function. In *dscaml1* mutant animals, hypothalamic CRH neurons had higher *crhb* (the CRH homolog in zebrafish) expression, increased cell number, and reduced cell death compared to wild-type controls. Physiologically, *dscaml1* mutant animals had higher baseline stress hormone (cortisol) levels and attenuated responses to acute stressors. Together, these findings identify *dscaml1* as an essential factor for stress axis development and suggest that HPA axis dysregulation may contribute to the etiology of human *DSCAML1*-linked neuropsychiatric disorders.

## Introduction

The hypothalamic corticotropin-releasing hormone (CRH)-expressing neurons are the central regulators of the neuroendocrine stress response pathway, known as the hypothalamic-pituitary-adrenal (HPA) axis in mammals or the hypothalamic-pituitary-interrenal (HPI) axis in fish (Denver, 2009). Upon exposure to environmental disturbances (i.e., stressors), stress-related neural inputs converge on hypothalamic CRH neurons to activate a hormonal cascade that ultimately leads to the release of glucocorticoids, which broadly affects cognitive, affective, metabolic, and immune functions (Spencer and Deak, 2017; McEwen and Akil, 2020).

The development of CRH neurons has profound effects on the function of the HPA and HPI axis (collectively referred to as the stress axis). Developmental perturbations of CRH neurons, particularly in early-life periods, lead to long-term changes in CRH neuron function (Regev and Baram, 2014). Additionally, rodent models demonstrate that dysregulation of CRH neurons increases anxiety- and depressive-like phenotypes (Keen-Rhinehart et al., 2009; Kolber et al., 2010). These studies underscore the need to identify the genes and molecules mediating CRH-neuron development and determine how developmental perturbations affect stress axis function.

During early development, hypothalamic CRH neurons are generated from progenitors in the ventral diencephalon (Alvarez-Bolado, 2019; Nagpal et al., 2019; Placzek et al., 2020). Secreted factors including FGF10, SHH, BMPs, and Nodal first define the anterior-dorsal hypothalamic domain; within this domain, CRH neurons are progressively specified by a combination of key transcription factors, including Fezf2, Otp, Sim1, Arnt2, and Brn2. Once specified, CRH neurons undergo further differentiation, such as neuronal morphogenesis, synaptogenesis, epigenetic programming, and cell death, to establish a functional stress-responsive neural circuit. These later stages of neuronal differentiation are shaped by intercellular interactions mediated by membrane-localized cell-adhesion molecules (Moreland and Poulain, 2022). The specific cell-adhesion molecules that mediate developmental signaling in CRH neurons, however, are still unknown.

To address this knowledge gap, we utilized zebrafish (*Danio rerio*) as the model. The structure and function of the mammalian HPA axis and the teleostean HPI axis are highly conserved (Wendelaar Bonga, 1997; Lohr and Hammerschmidt, 2011). In mammals, the CRH neurons that are principally involved in HPA-axis activation are in the hypothalamic paraventricular nucleus (PVN). In teleosts (ray-finned fish), the neuroendocrine preoptic area (NPO) is ontogenically equivalent to the PVN, and CRH neurons within the NPO perform similar roles as their mammalian counterparts (Herget and Ryu, 2015). CRH neurons in other hypothalamic regions in the zebrafish (e.g., intermediate hypothalamus) may also regulate the HPI axis (Wagle et al., 2022). A unique advantage of the zebrafish system is its rapid and external development. The development of the HPI axis begins between 1 and 2 days post fertilization (dpf), and stress-induced cortisol signaling and behaviors can be observed at 4–5 dpf (Alsop and Vijayan, 2008; Alderman and Bernier, 2009; Bai et al., 2016). The rapid development and translucency of zebrafish allow direct microscopic observation of CRH neuron development in intact, developing animals.

In this study, we investigated the roles of a conserved neuronal signaling molecule—*Down syndrome cell adhesion molecule-like 1* (zebrafish gene: *dscaml1;* mouse gene: *Dscaml1;* Human gene: *DSCAML1*; Protein: DSCAML1). DSCAML1 is one of two DSCAM family members in vertebrates, the other being DSCAM (Garrett et al., 2012). Unlike invertebrate DSCAMs, vertebrate DSCAMs are not significantly alternatively spliced (Sanes and Zipursky, 2020). In the mammalian retina, DSCAML1 prevents excessive aggregation between cells and promotes developmental cell death (Fuerst et al., 2009; Garrett et al., 2016). DSCAML1 also acts to refine synaptic specificity and synapse number (Yamagata and Sanes, 2008; Sachse et al., 2019). In humans, rare variants in *DSCAML1* are associated with several neurodevelopmental disorders, including autism spectrum disorder, cortical abnormality, and epilepsy (Iossifov et al., 2014; Karaca et al., 2015; Hayase et al., 2020; Ogata et al., 2021). Genetic and epigenetic studies also implicate *DSCAML1* in the stress response to violent experiences (Caramillo et al., 2015; Saadatmand et al., 2021). However, the relationship between *DSCAML1* and the stress axis remains unknown.

Using zebrafish, we previously explored how DSCAML1 affects neural pathways and systemic functions (Ma et al., 2020a; Ma et al., 2020b). We found that *dscaml1* deficiency resulted in various physiological and behavioral deficits, including darker pigmentation, slower light adaptation, and slower eye movements (saccades) (Ma et al., 2020b). Interestingly, darker pigmentation and slower light adaptation can also be caused by abnormal glucocorticoid receptor signaling, as seen in the zebrafish *glucocorticoid receptor* (*gr*) mutants, suggesting that the stress axis may be dysfunctional in *dscaml1* mutants (Griffiths et al., 2012; Muto et al., 2013).

Here, we report that *dscaml1* deficiency in zebrafish perturbs hypothalamic CRH neuron development and impairs the normal function of the HPI axis. These findings show that DSCAML1 is necessary for stress axis development and raise the possibility that stress dysfunction contributes to human *DSCAML1-*linked disorders.

## Results

### *dscaml1* deficiency results in overexpression of neuroendocrine factors

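RNA-seq libraries were made from 3 pools of wild-type siblings and 3 pools of dscaml1−/− larvae, each pool holding 6 to 11 larvae of 3.5 to 4 dpf. dscaml1 (ENSDARG00000098057), which encodes a cell adhesion molecule of the DSCAM family, lies on chromosome 15 of GRCz11 from 12071037 to 12229874. Its normalized counts were 333, 395 and 375 in wild-type replicates 1, 2 and 3, and 399.6, 336 and 355 in the mutant replicates. The means were 368 ± 31.4 (SD, n = 3 pools) and 363 ± 32.8 (SD, n = 3 pools), a log2 fold change of −0.02 (standard error 0.13, adjusted p = 0.967 from limma). The mutant allele is a small deletion that shifts the reading frame, so the transcript level checks no genotype label. Of its paralogs, dscama had 831 ± 48.6 normalized counts in wild type and 724 ± 37.7 in mutants (log2 fold change −0.20, adjusted p = 0.448 from limma). dscamb had 478 ± 163 and 383 ± 45.7 (SD, n = 3; log2 fold change −0.27, adjusted p = 0.540 from limma).
The libraries were strand-specific and were sequenced on a NextSeq instrument. The submitters' processing notes name TopHat2, HISAT2 and HTSeq and the GRCz11 build, without versions. The authors divided the read counts of 31901 genes by 1 size factor per library, and these normalized counts are the values used here. They are whole multiples of the value of 1 read in 100% of cases, to within 0.001 reads, so the reads of each library could be recovered. They came to 23516860, 21863982 and 23278471 reads in wild-type replicates 1, 2 and 3, and to 20476688, 19617255 and 18725190 reads in the mutant replicates. The methods describe RNA from the anterior portion of each larva and the results describe whole larvae, and the sources used here do not settle which was sequenced.
Mutant and wild-type pools were compared with limma on log2(normalized count + 1) over the 21302 genes with a mean of at least 5. The fit held genotype and a batch term that sets replicate 2 of both genotypes apart from replicates 1 and 3. The term was taken from the fold changes in Supplementary Datasheet S1. A gene was called at an adjusted p under 0.01 and a change of at least 2-fold. The test, these thresholds, the gene lists and most alternatives were fixed before the deposited tables arrived. By then the values of the paper's own genes and the first rows of Supplementary Datasheet S1 had been seen. Those rows hold values of these same libraries, and the batch term and the choice of limma rest on them. Replicate 2 of both genotypes lay apart from the other 4 libraries on the first principal component, which held 70.9% of the variance. Between replicate 2 and replicates 1 and 3, 6708 genes differed at an adjusted p under 0.05 from limma, 2917 of them higher and 3791 lower in replicate 2. With 3 pools per genotype, the smallest p that an exact two-sided permutation test of a single gene can give is 0.1.

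**Figure D1:**
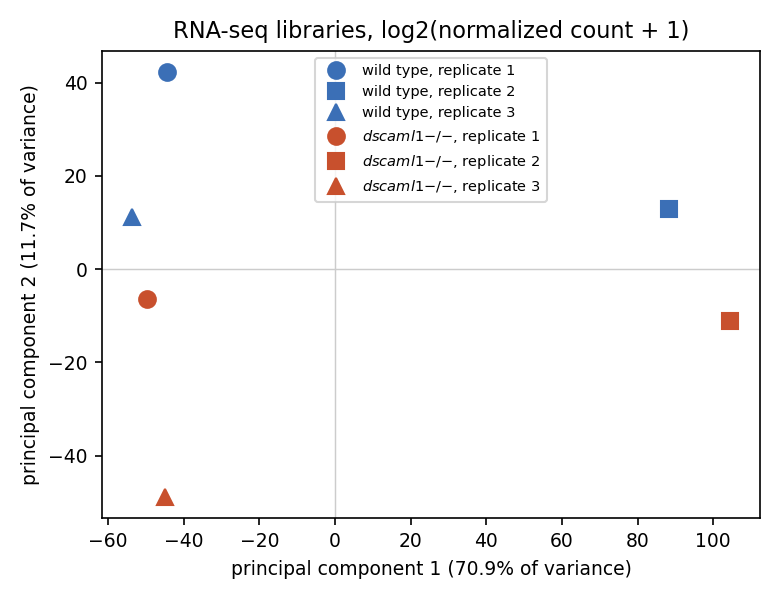
Principal components of the 6 libraries, from log2 normalized counts of the genes tested, with the first component on the horizontal axis and the second (11.7% of the variance) on the vertical axis. Colours mark the genotype and symbols the replicate number, and both replicate 2 libraries lie to the right of the rest.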

To gain an unbiased view of the molecular changes resulting from *dscaml1* deficiency, we compared the transcriptomic profiles between *dscaml1* homozygous mutant (*dscaml1*−/−) and control (wild type) siblings using RNA sequencing (RNA-seq). cDNA from whole 3.5–4 days post-fertilization (dpf) *dscaml1*−/− and control larvae were sequenced using an Illumina next-generation sequencer. Using a threshold of at least two-fold change and an adjusted *p-*value of less than 0.01, we identified 25 upregulated and 79 downregulated genes (Figure 1A, Supplementary Datasheet S1).

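The genes with the lowest adjusted p were mostly hepatocyte genes that fell in the mutants. apoba, which encodes apolipoprotein B (ENSDARG00000042780, chromosome 17 of GRCz11 from 30704068 to 30727966), had 6622 ± 2731 normalized counts in wild type and 2406 ± 547 in mutants (SD, n = 3 pools each). Its log2 fold change was −1.41 (standard error 0.11, adjusted p = 0.0226 from limma). tfa, which encodes transferrin (ENSDARG00000016771, chromosome 2 from 16780643 to 16794710), had 23809 ± 4311 and 10758 ± 2444 normalized counts (SD, n = 3), a log2 fold change of −1.16 with the same adjusted p. Counted at an adjusted p under 0.05 from limma, 16 genes were lower and 5 were higher in mutants, each of them in the same direction in all 3 pairs of equal replicate number. With the replicate number as a block, 47 genes passed 0.05 with limma and 50 with edgeR, the latter chosen after seeing the data. The lower genes include cp (ceruloplasmin), sardh (sarcosine dehydrogenase), serpina1 and stra6. The 5 higher genes were BX927244.1, zgc:162193, cox7a1, oaz2b and desi1a, which like serpina1 and stra6 lie outside the rule for naming genes and were chosen after their values were seen. BX927244.1 (ENSDARG00000096950, chromosome 15 from 14062617 to 14064302) had 55.5 ± 9.76 normalized counts in mutants and 1.56 ± 0.893 in wild type (SD, n = 3).
At an adjusted p under 0.01 with a change of at least 2-fold, limma called 0 genes higher and 0 lower, with 2982 genes at an unadjusted p under 0.05 (1299 higher, 1683 lower). edgeR on the recovered reads called 0 and 0 as well, and zgc:162193 alone passed under limma with the replicate number as a block. The likelihood ratio test of DESeq2 on the recovered reads, with the same batch term, called 25 genes higher and 79 lower, and 2 and 8 with no batch term. All 104 of these calls had an unadjusted limma p under 0.05 and the same direction in the 3 pairs, with limma adjusted p from 0.0145 to 0.158. In 48 of the 104 every mutant library lay beyond every wild-type library on the same side, and the 104 were called on these same libraries.
The 21 genes at an adjusted p under 0.05 from limma became 0 without wild-type replicate 2, wild-type replicate 3, mutant replicate 2 or mutant replicate 3, 3 without wild-type replicate 1 and 12 without mutant replicate 1. The DESeq2 calls became 13 higher and 74 lower without wild-type replicate 1, 43 and 51 without wild-type replicate 2, and 15 and 61 without wild-type replicate 3. They became 22 higher and 159 lower without mutant replicate 1, 44 and 57 without mutant replicate 2, and 21 and 49 without mutant replicate 3.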

**FIGURE 1:**
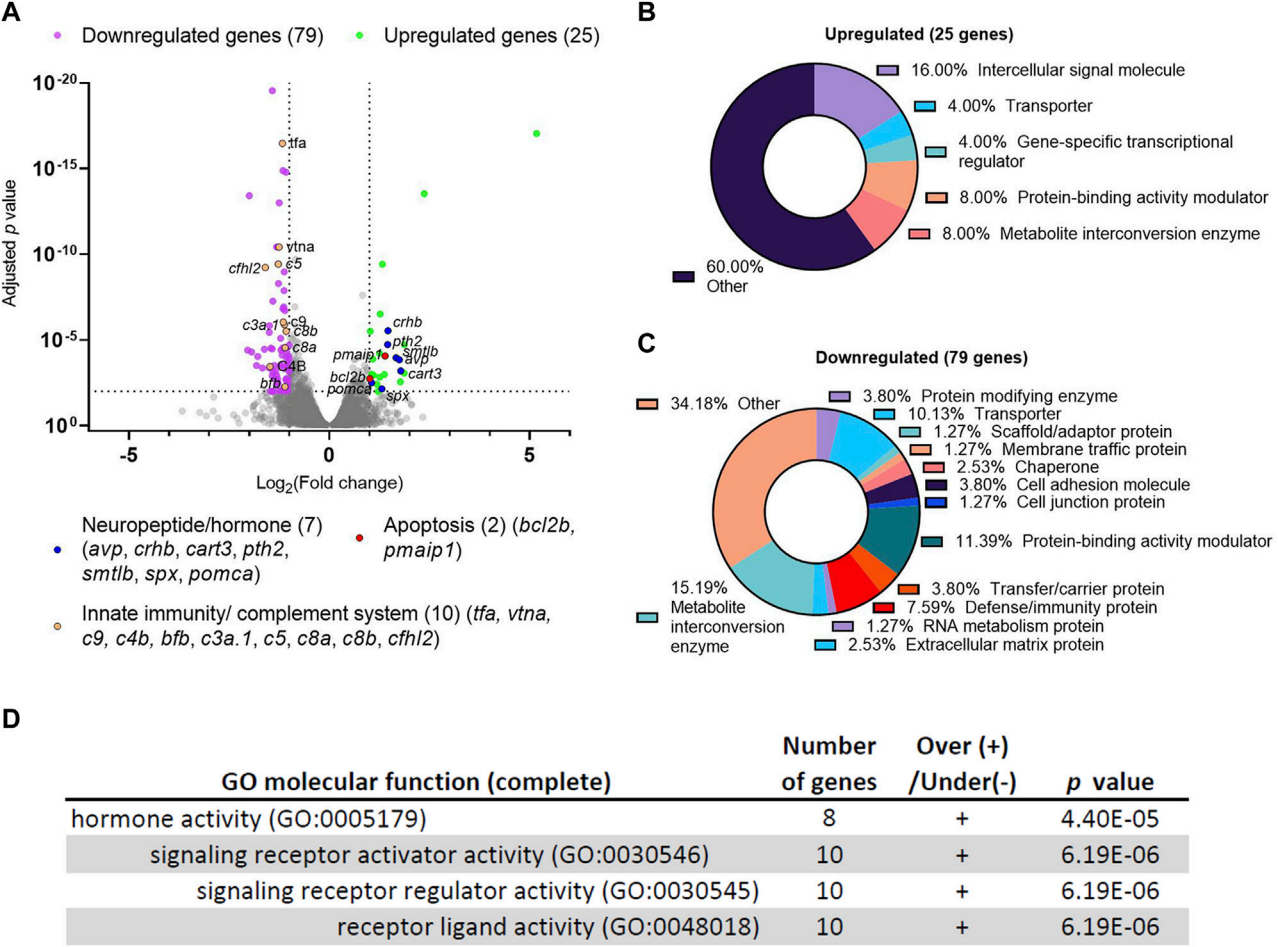
Differential gene expression analysis of *dscaml1* deficient zebrafish. **(A)** Volcano plot of relative gene expression in *dscaml1−/−* versus control animals. Each dot represents an individual gene, with colored dots representing gene groups as indicated on the graph. The dotted lines show the significance level (adjusted *p* < 0.01) and fold change (increase or decrease by two-fold or more) thresholds **(B, C)** Protein class categorization analysis for upregulated **(B)** and downregulated **(C)** genes. **(D)** Table of significantly enriched (*p < 0.05*) GO terms for molecular function.

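Each of 3 genes of the HPI axis had higher normalized counts in all mutant libraries than in any wild-type library. crhb (ENSDARG00000027657, chromosome 24 of GRCz11 from 24847683 to 24881996), which encodes CRH, had 47.7 ± 13.9 normalized counts in wild type and 138 ± 63.7 in mutants (SD, n = 3 pools each). Its log2 fold change was 1.43 (standard error 0.19, adjusted p = 0.0604 from limma). avp (ENSDARG00000058567, chromosome 8 from 1148876 to 1157380), which encodes vasopressin, had 29.1 ± 2.64 and 104.5 ± 42.9 (SD, n = 3), a log2 fold change of 1.71 (standard error 0.29, adjusted p = 0.110 from limma). pomca (ENSDARG00000043135, chromosome 17 from 33226955 to 33230039), the precursor of ACTH, had 91.3 ± 4.62 and 192 ± 52.1 (SD, n = 3), a log2 fold change of 1.03 (standard error 0.21, adjusted p = 0.127 from limma). The spexin gene spx likewise had every mutant library above the wild-type libraries, whereas pth2, smtlb and cart3 did not. These 4 genes had log2 fold changes of 1.27, 1.46, 1.63 and 1.70 in that order, each upward in all 3 pairs of replicates.
pth2, smtlb and cart3 also differed between replicates. In replicate 2 of both genotypes they were lower than in the others by log2 values of −1.69, −1.81 and −2.68, and crhb by −1.08. None of the 7 genes passed an adjusted p of 0.05 over all genes with limma, and crhb (adjusted p = 0.0484) and pth2 (0.0399) passed it with the replicate number as a block, their lowest over the limma alternatives (highest 1.00, with no batch term). Adjusted over the list alone, all 8 genes of the study's own neuropeptide list, adcyap1b included, passed 0.05. The study chose that list on these samples, so the count is not independent evidence. With DESeq2 on the recovered reads, the adjusted p of the 8 genes lay between 1.02e-06 and 0.00419. Over the DESeq2 alternatives it ranged up to 0.999 for pth2, 0.772 for cart3, 0.769 for smtlb, 0.373 for adcyap1b and 0.321 for crhb with no batch term, and up to 0.195 for spx, 0.0836 for pomca and 0.0232 for avp without wild-type replicate 3.

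**Figure D2:**
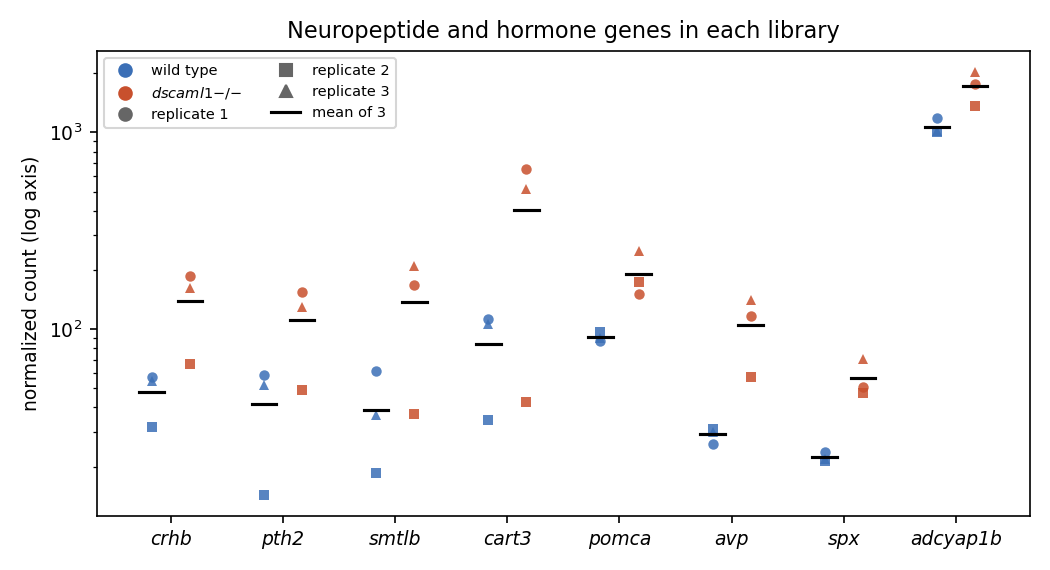
Normalized counts of 8 neuropeptide and hormone genes in each of the 3 wild-type and 3 mutant libraries, on a log axis. Points are libraries and the black line is the mean of 3; for crhb, avp, pomca, spx and adcyap1b every mutant point lies above the wild-type points.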

Among the 25 upregulated genes in the *dscaml1*−/− animals, seven were secreted neuropeptides/hormones expressed in the hypothalamus or pituitary: *corticotropin-releasing hormone b (crhb)*, *parathyroid hormone 2* (*pth2*), *somatolactin beta (smtlb), cocaine- and amphetamine-regulated transcript 3 (cart3), proopiomelanocortin a (pomca), arginine vasopressin (avp),* and *spexin hormone (spx).* Among them, three (*crhb, avp, pomca*) are core regulators of the HPI axis (Alsop and Vijayan, 2009; Lohr and Hammerschmidt, 2011). *crhb* encodes the zebrafish CRH; *avp* encodes the neuropeptide AVP that controls osmolarity, blood pressure, and synergizes with CRH to promote cortisol release; *pomca* encodes the adrenocorticotropic hormone (ACTH), the primary pituitary hormone that triggers glucocorticoid release. Additionally, two genes involved in apoptosis are upregulated: *BCL2 apoptosis regulator b* (*bcl2b*) and *phorbol-12-myristate-13-acetate-induced protein 1 (pmaip1/noxa)*. 

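Both genes had higher mean counts in the mutants, and the difference was steadier for bcl2b. bcl2b (ENSDARG00000089109, chromosome 2 of GRCz11 from 13185302 to 13216269), a relative of the anti-apoptotic BCL2, had 181 ± 28.4 normalized counts in wild type and 373 ± 112 in mutants (SD, n = 3 pools each). Every mutant library lay above every wild-type library, with a log2 fold change of 1.01 (standard error 0.20, adjusted p = 0.126 from limma). pmaip1 (ENSDARG00000089307, chromosome 10 from 8656417 to 8657684), a pro-apoptotic BH3-only gene, had 306 ± 194 in wild type and 1009.6 ± 764 in mutants (SD, n = 3), a log2 fold change of 1.38 (standard error 0.26, adjusted p = 0.125 from limma). Its replicate 2 libraries stood lower than the rest by a log2 value of −2.81, with 91.7 normalized counts in wild type and 129.6 in mutants. The adjusted p stayed above 0.05 for both genes whichever library was left out, from 0.164 to 0.352 for bcl2b and from 0.125 to 0.329 for pmaip1. With DESeq2 on the recovered reads it was 0.00160 for bcl2b and 9.23e-05 for pmaip1, and over the DESeq2 alternatives it ran from 1.18e-05 to 0.220 for bcl2b and from 1.22e-11 to 0.999 for pmaip1. With edgeR it was 0.0455 for bcl2b with the replicate number as a block, the lowest of the edgeR alternatives.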

Protein class categorization analysis with PANTHER revealed “intercellular signal molecule” as the largest class (4 genes, 16%) (Figure 1B) (Mi et al., 2021).

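Genes whose description names a peptide hormone or neuropeptide made up 7 of the 21 described genes that DESeq2 called higher in mutants. They were avp, cart3, crhb, pomca, pth2, smtlb and spx. The class holds 136 of the 20307 described genes tested, so its share was 33.3% among the calls and 0.670% among all genes (Fisher's exact test, adjusted p = 7.79e-10 over 7 keyword classes in each direction). This keyword class stands in for the PANTHER protein classes, whose tables were not used here. Its words include vasopressin, proopiomelanocortin and somatolactin, and the 7 genes are the same 7 that the paper names. The enrichment is therefore not independent evidence. With limma, which called 0 genes at the same thresholds, no class could be enriched. The 7 genes became 2 without wild-type replicate 3 and 3 without wild-type replicate 1 or mutant replicate 3, still with adjusted p of 0.00762, 0.000253 and 0.00118 from Fisher's exact test, and 0 with no batch term.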

The 79 genes downregulated in the *dscaml1*−/− animals are more diverse in function compared to the upregulated genes. 

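Transporters, complement components, metabolic enzymes and protease inhibitors, found by keywords in the gene descriptions, were more frequent among the 78 described genes that DESeq2 called lower than among all described genes. The 10 transporters (12.8% of the calls against 2.37% of genes, Fisher's exact test, adjusted p = 7.16e-05) include the bile salt export pump abcb11b, abcc2, oatx and the fatty acid transporter slc27a2a. The 8 genes found as complement components (10.3% against 0.340%, adjusted p = 1.59e-09 from Fisher's exact test) are c3a.1, c5, c8a, c8b, c9, bfb, cfhl2 and a1cf, and a1cf encodes an RNA-editing cofactor whose description holds the word complementation. The 14 metabolic enzymes (17.9% against 8.84%, adjusted p = 0.0202 from Fisher's exact test) include the cytochrome P450 genes cyp2aa8, cyp2aa9 and cyp2k18, and the glucuronosyltransferase ugt1a1. The 3 genes found as protease inhibitors are a2ml, serpinf2b and CR626907.1 (adjusted p = 0.00170 from Fisher's exact test). The last is annotated as an unprocessed pseudogene, and its count is uncertain where it shares reads with related genes. All 3 lie on chromosome 15, as dscaml1 does, at 8.88, 14.3 and 8.94 Mb from it. Linkage to dscaml1 and a shared class therefore cannot be told apart for them. The calls also held 2 apolipoprotein genes, apoba and apobb.2 (adjusted p = 0.00817 from Fisher's exact test). Coagulation factors had 1 call, f5 (adjusted p = 0.191 from Fisher's exact test). Of these genes cyp2aa9, cyp2k18, CR626907.1 and apobb.2 lie outside the rule for naming genes and were chosen after their values were seen.
With no batch term DESeq2 called 7 described genes lower and no class passed (complement components and protease inhibitors 0.165, transporters 0.722, enzymes and apolipoproteins 1, adjusted p from Fisher's exact test). With the replicate number as a block the enzyme share did not pass (13 genes, adjusted p = 0.0741 from Fisher's exact test), nor without replicate 2 of both genotypes the transporter (0.306) and apolipoprotein (0.161) shares, both fits chosen after seeing the data. The transporter share no longer passed without wild-type replicate 2 (adjusted p = 0.271) or mutant replicate 2 (0.103), the enzyme share without wild-type replicate 1 (0.586), wild-type replicate 3 (0.504) or mutant replicate 3 (0.776), and the apolipoprotein share without wild-type replicate 2 (0.141), all from Fisher's exact test. Coagulation factors, 2 genes each time, passed without wild-type replicate 3 (0.00762) or mutant replicate 1 (0.0343). Complement components numbered 5 without wild-type replicate 3 and still passed (adjusted p = 2.82e-05 from Fisher's exact test). Without mutant replicate 1 the transporters numbered 19 and the enzymes 33. Among the 14 described genes lower by 2-fold at an adjusted p under 0.05 from limma, protease inhibitors (a2ml and serpinf2b, both on chromosome 15, adjusted p = 0.00475) and complement components (c5 and cfhl2, adjusted p = 0.00706) were enriched by Fisher's exact test.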

Protein class categorization analysis with PANTHER identified the largest protein classes as metabolite interconversion enzymes (12 genes, 15.19%), protein-binding activity modulators (9 genes, 11.39%), transporters (8 genes, 10.13%), and defense/immunity protein (6 genes, 7.59%) (Figure 1C). We noted that 30 of the 79 (38%) downregulated genes are highly expressed in the liver, and 10 of these genes are involved in innate immunity and the complement cascade (Figure 1A, Supplementary Datasheet S2). These results suggest that liver function and innate immunity may be suppressed in the *dscaml1* mutants.

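All 30 genes of Supplementary Datasheet S2 had lower counts in the mutants, in each of the 3 pairs of equal replicate number. Their log2 fold changes ran from −2.01 for cyp2aa8, a cytochrome P450, to −0.98 for col28a2b. gatm, an enzyme of creatine synthesis (ENSDARG00000036239, chromosome 18 of GRCz11 from 35725 to 46010), had 7148 ± 710 normalized counts in wild type and 3394 ± 152 in mutants (SD, n = 3 pools each), a log2 fold change of −1.07 (standard error 0.10, adjusted p = 0.0226 from limma). a2ml, related to the protease inhibitor alpha-2-macroglobulin, had 3615 ± 406 and 1529 ± 124 (SD, n = 3). Of the 10 innate immunity genes, c5 (complement component 5, ENSDARG00000021004, chromosome 5 from 63458263 to 63509581) had 1029 ± 64.3 and 438 ± 108 normalized counts (SD, n = 3), a log2 fold change of −1.26 (standard error 0.15, adjusted p = 0.0396 from limma). The terminal complement gene c9 had 3089 ± 642 and 1393 ± 331 (log2 fold change −1.15, adjusted p = 0.0835 from limma). In 22 of the 30 genes, and in 9 of the 10, every mutant library lay below every wild-type library.
With limma over all genes, 0 of the 30 passed an adjusted p of 0.01 and 12 passed 0.05, 4 of them among the 10 innate immunity genes (tfa, cfhl2, vtna, c5). Of the 12, a2ml, serpinf2b and vtna lie on chromosome 15, as dscaml1 does. All 30 had an unadjusted limma p under 0.05, DESeq2 called 29 of the 30 and 10 of the 10 at 0.01 with a 2-fold change, and edgeR called 0. With the replicate number as a block, 20 of the 30 and 7 of the 10 passed 0.05 with limma. Adjusted over the list alone, 30 of 30 and 10 of 10 passed 0.05 with every library left out in turn, and 21 and 9 did with no batch term. The study chose both lists on these samples, so these counts are not independent evidence. cyp2aa8 and abcc2 also differed between replicates, with log2 values of 1.77 and −2.51 for replicate 2 against the others.

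**Figure D3:**
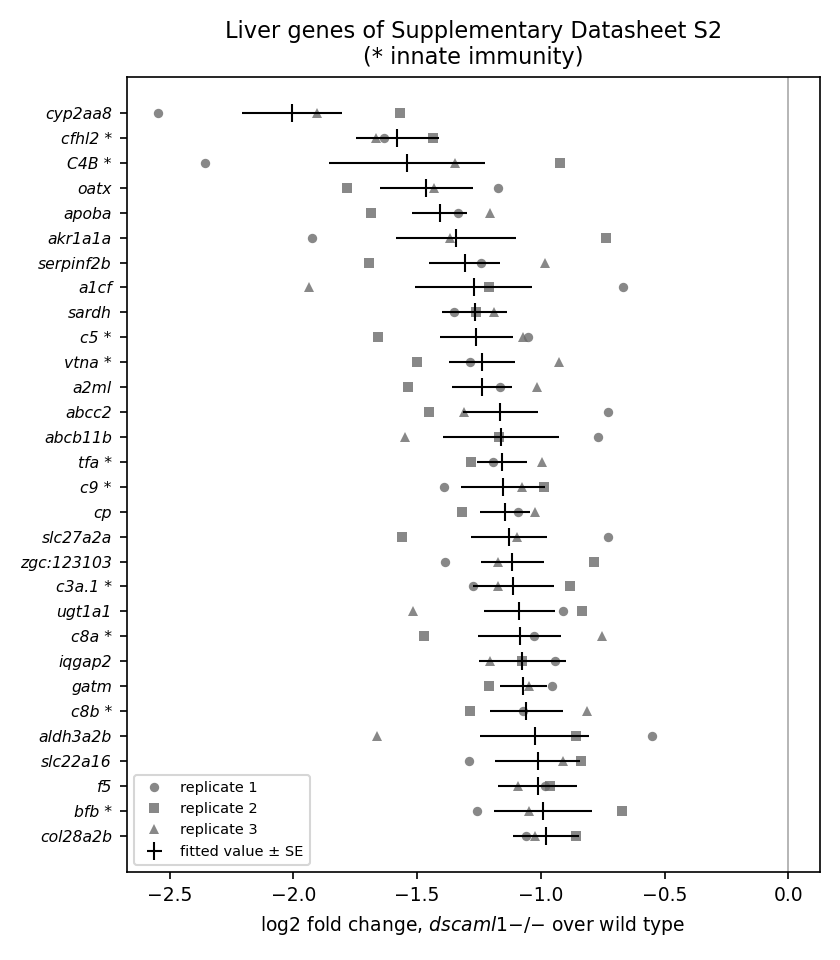
Log2 fold change (mutant minus wild type) of the 30 liver genes, as the fitted value with its standard error and as the value in each of the 3 replicate pairs. Asterisks mark the 10 innate immunity genes, and all points lie below 0.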

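Fixed lists of hepatocyte genes, which hold some of the genes that the study names, had medians below 0 as well. Of 50 tested genes for proteins that hepatocytes secrete, 34 were lower and 0 higher at an adjusted p under 0.05 from limma adjusted over the list alone (7 lower over all genes), and the median log2 fold change was −0.63. The study's liver list holds 7 of the 50, and of the other 43 genes 26 were lower adjusted over those alone, with a median of −0.54. Ceruloplasmin (cp) had 1537 ± 455 normalized counts in wild type and 711 ± 265 in mutants (SD, n = 3 pools each), a log2 fold change of −1.14. Of 39 hepatocyte enzymes and transporters, 14 were lower and 0 higher adjusted over the list alone (3 over all genes, cyp2aa8, gatm and sardh, all of them in the study's liver list), with a median of −0.51. The study names 9 of the 39, and of the other 30 genes 4 were lower adjusted over those alone, with a median of −0.30. Of 16 liver transcription factors, 4 were lower adjusted over the list alone (0 over all genes). These were nr0b2a (log2 fold change −0.94), hnf1ba (−1.55), nr1h4 (−1.23) and hnf1bb (−0.78). hnf1ba lies on chromosome 15, 3.77 Mb from dscaml1, so linkage to dscaml1 cannot be told apart for it. Its values in the replicate pairs ran from −2.72 to −0.45. Of 33 complement genes, 20 were lower and 0 higher adjusted over the list alone (2 over all genes, cfhl2 and c5), with a median of −0.90. The study names 8 of them, and of the other 25 genes 12 were lower adjusted over those alone, with a median of −0.49. c8b, of the membrane attack complex, had 446 ± 151 and 219.6 ± 88.9 (SD, n = 3).
Immune cell lists gave no calls. Of 10 neutrophil genes (median −0.18, adjusted p = 0.332 from camera, 0.60 with an estimated correlation) and 14 macrophage and microglia genes (median −0.07, adjusted p = 0.641 from camera, 0.813 with an estimated correlation), 0 passed 0.05 from limma adjusted over the list alone, with 1 and 2 at an unadjusted p under 0.05. Of 24 inflammation genes, 2 were higher adjusted over the list alone (0 over all genes), nfkbiaa (log2 fold change 0.51) and socs3a (0.64), and 5 were with the replicate number as a block. That list had a median of 0.16 (adjusted p = 0.00458 from camera, 0.501 with an estimated correlation), and the camera p became 0.205 without mutant replicate 3 and 0.107 with no batch term.
Of 17 exocrine pancreas genes, 11 were lower adjusted over the list alone (0 over all genes), among them ctrb1 (−0.84) and cel.1 (−1.07), and of 14 intestine genes 4 were, among them vil1 (−1.89) and fabp2 (−0.73). Their medians were −0.75 and −0.43 (adjusted p = 0.315 and 0.429 from camera with an estimated correlation), and the intestine medians of the replicate pairs were 0.02, −0.65 and −1.51. In replicate 2 of both genotypes the medians against the other replicates were −9.06 for the pancreas, −4.21 for the intestine, −1.07 for hepatocyte secreted proteins, −1.59 for hepatocyte enzymes, −0.55 for the liver transcription factors and −0.74 for complement.
With camera at a preset correlation of 0.01 the adjusted p was 1.01e-26 for hepatocyte secreted proteins (2.22e-13 at most over the alternatives), 1.55e-13 for enzymes and transporters, 4.06e-13 for complement (6.25e-11 at most), 0.000117 for transcription factors, 8.31e-10 for the pancreas and 5.75e-05 for the intestine. With an estimated correlation the adjusted p was 0.195 for complement and 0.315 for secreted proteins, enzymes and transcription factors. For complement the estimate was 0.0123, close to the preset, so correlation alone does not account for that change. The genes that the study names were kept in these camera tests. Without a batch term the list-alone counts became 5, 2 and 4 for secreted proteins, enzymes and complement and 0 for the pancreas, and the camera adjusted p became 0.423 for the pancreas and 0.129 for the intestine. Over all genes, 5 complement genes and nr0b2a were lower with the replicate number as a block. With that block, other scalings or mutant replicate 1 left out, 1 gene for a secreted protein was higher over its list. The transcription factor count became 0 without wild-type replicate 2, wild-type replicate 3 or mutant replicate 2, and the intestine count became 0 without wild-type replicate 2 or mutant replicate 2, 1 without wild-type replicate 3 or mutant replicate 3 and 8 without wild-type replicate 1. The inflammation count became 0 when any 1 library other than mutant replicate 3 was left out, and 2 neutrophil genes were lower over their list without mutant replicate 3.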

To identify the signaling pathways affected by *dscaml1* deficiency, we analyzed all differentially expressed genes (*p* < 0.01, 210 mapped genes) using the statistical enrichment test (PANTHER Classification System, version 17.0) (Mi et al., 2021). All significantly enriched (FDR < 0.05) Gene Ontogeny (GO) terms for molecular function relate to the parent GO term *hormone activity* (Figure 1D). 

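In a fixed list of neuropeptide and hormone genes, which holds the 8 genes that the study names, more were higher than lower in the mutants. Of the 68 tested genes, 58 had a fitted change above 0, and the median log2 fold change was 0.55. Adjusted over the list alone, 33 were higher and 2 were lower at an adjusted p under 0.05 from limma (0 over all genes, with 34 higher and 3 lower at an unadjusted p under 0.05, and DESeq2 called 10 higher and 0 lower over all genes at 0.01). Among them is cort, which encodes cortistatin, with 152 ± 32.0 normalized counts in wild type and 279.7 ± 96.1 in mutants (SD, n = 3 pools each; log2 fold change 0.83, adjusted p = 0.110 from limma). Without the 8 genes that the study names, 22 of the other 60 were higher and 2 lower adjusted over those alone, with a median of 0.48. Of 8 pituitary hormone genes, which that list also holds, all had a change above 0, and 6 were higher adjusted over the list alone (0 over all genes), 4 of 6 without the 2 that the study names. cga, the shared alpha subunit of the glycoprotein hormones, had 21.8 ± 7.63 and 49.0 ± 3.60 (SD, n = 3; log2 fold change 1.19), and prolactin (prl) had 49.1 ± 26.4 and 114 ± 32.1 (log2 fold change 1.35). The median of the pituitary list was 1.02.
In replicate 2 of both genotypes the medians against the other replicates were −0.90 for the neuropeptide and hormone list and −0.25 for the pituitary list. camera with a preset correlation gave an adjusted p of 2.06e-14 for neuropeptides and hormones (3.17e-18 to 1.65e-10 over the alternatives) and of 1.18e-06 for the pituitary list. With an estimated correlation the adjusted p was 0.395 and 0.315. These camera tests kept the genes that the study names. The 33 genes became 14 without mutant replicate 3, 13 without wild-type replicate 3, 19 without wild-type replicate 1, 21 without mutant replicate 1 and 0 with no batch term, and the 6 pituitary genes became 3 without mutant replicate 3 and 2 with no batch term.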

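adcyap1b (ENSDARG00000027740, chromosome 2 of GRCz11 from 31296644 to 31302619) encodes the neuropeptide PACAP. It had 1068 ± 98.9 normalized counts in wild type and 1719 ± 335 in mutants (SD, n = 3 pools each), and each mutant library lay above each wild-type library. Its log2 fold change was 0.67 (standard error 0.12, adjusted p = 0.119 from limma), which is 1.59-fold on a linear scale. The authors' deposited table gives a log2 fold change of 0.66 with an adjusted p of 0.00163. With DESeq2 on the recovered reads the adjusted p was 0.00132, and it rose to 0.373 with no batch term, the highest of the DESeq2 alternatives.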

The PANTHER pathway analysis also identified another significant stress-modulating neuropeptide, *adenylate cyclase activating polypeptide 1b* (*adcyap1b*, also known as *PACAP*) that is significantly upregulated (0.66 fold change, adjusted *p* < 0.0001) (Stroth et al., 2011).

Together, our transcriptomic analyses indicate that *dscaml1* deficiency results in the upregulation of neuropeptide/hormonal signaling and the downregulation of liver and innate immune function. 

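Across the 34 fixed lists other than hepatocyte secreted proteins, complement, and neuropeptides and hormones, 22 stood apart from the remaining genes at an adjusted p under 0.05 from camera with a preset correlation. Of these 22 lists 11 were higher and 11 lower in the mutants. With an estimated correlation 0 of the 34 did, as the lists' adjusted p then lay at 0.315 or more. That loss cannot be put down to correlation between genes alone. For the HPI axis list the estimate was 0.00443, under the preset 0.01, yet the unadjusted camera p rose from 0.00958 to 0.0725. With no batch term 13 of the 34 stood apart. Besides the hormone lists, those above 0 include genes of retinal interneurons and synapses, and besides the liver lists those below 0 include genes of proliferation, cartilage and bone, and muscle. Among the fixed lists, the DSCAM family (median −0.20, adjusted p = 0.241 from camera, 0.662 with an estimated correlation) and 19 pan-neuronal genes (median 0.08, adjusted p = 0.156 from camera, 0.807 with an estimated correlation) did not. Of the neuronal genes 0 passed 0.05 from limma adjusted over the list alone or over all genes, with 5 higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 0. snap25a, a synaptic vesicle fusion gene, had 3316 ± 171 normalized counts in wild type and 4360.2 ± 455 in mutants (SD, n = 3 pools each; log2 fold change 0.39, adjusted p = 0.178 from limma). Without wild-type replicate 2 or mutant replicate 2, 5 neuronal genes were higher over the list alone and the camera adjusted p became 0.00352 and 0.00360, and 3 genes were higher with values scaled to equal totals or by quantiles.

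**Figure D4:**
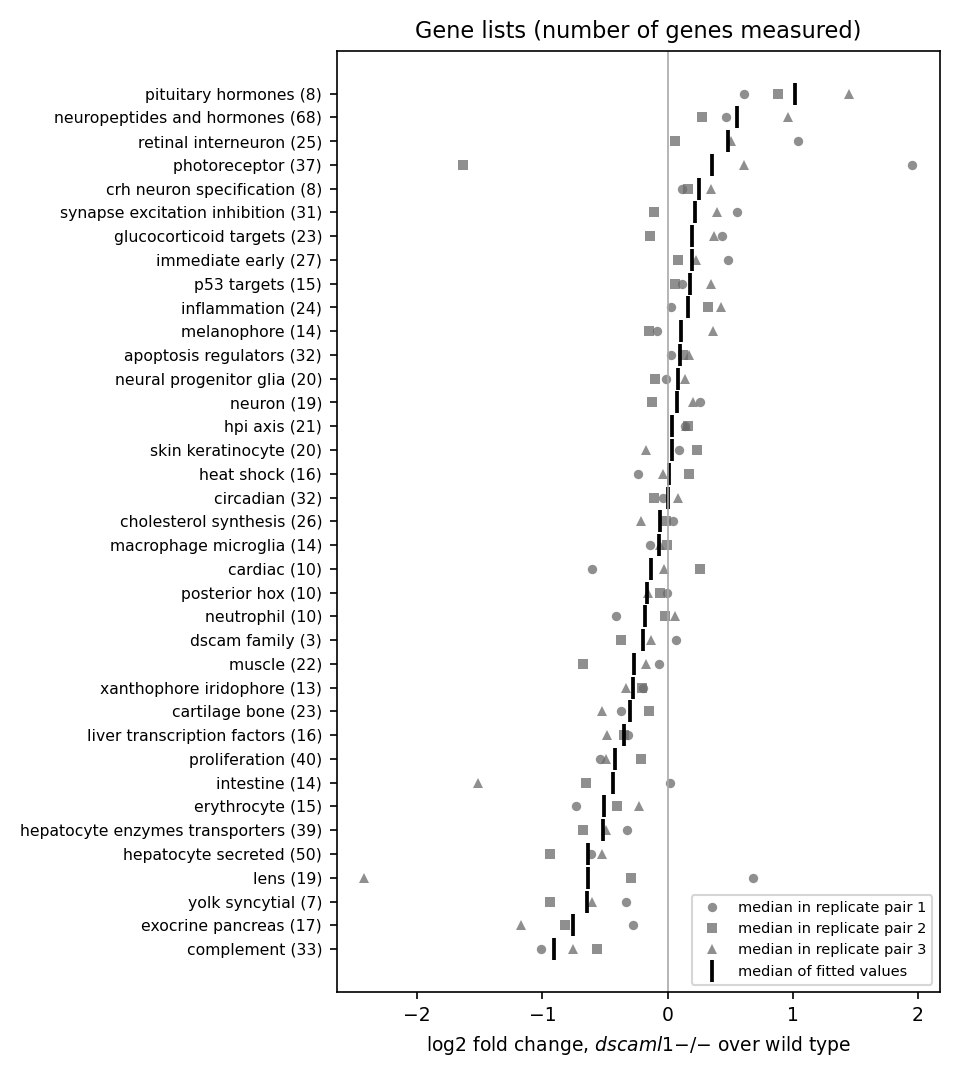
Median log2 fold change (mutant minus wild type) of each of the 37 fixed gene lists, as the fitted median and as the median in each of the 3 replicate pairs. Hormone lists lie to the right of 0 and liver lists to the left in all 3 pairs, whereas the photoreceptor medians of the pairs lie on both sides.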

Suppression of liver and immune function is a hallmark of stress axis activation, which is consistent with the overexpression of the principal neuropeptides involved in the stress axis (*crhb, avp*, *pomca,* and *adcyap1b*).

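Of 21 tested genes of the HPI axis, 3 were higher and 0 lower at an adjusted p under 0.05 from limma adjusted over the list alone (0 over all genes), and these were crhb, avp and pomca, which the study had named. Of the other 18 genes 0 passed over those alone. With the replicate number as a block 4 were higher, and crhb was over all genes. The CRH binding protein gene crhbp had 204.5 ± 64.0 normalized counts in wild type and 345 ± 184 in mutants (SD, n = 3 pools each; log2 fold change 0.63, adjusted p = 0.249 from limma). The median of the list was 0.04, with 14 genes above and 7 below 0 (adjusted p = 0.0169 from camera, 0.315 with an estimated correlation, 0.0507 with no batch term and 0.0569 without wild-type replicate 3). Of 23 glucocorticoid target genes, 2 were higher and 0 lower adjusted over the list alone (0 over all genes). glulb, a glutamine synthetase, had 7228 ± 1675 and 10729 ± 2916 (SD, n = 3; log2 fold change 0.56), and socs3a encodes a suppressor of cytokine signalling. The classic targets klf9 (log2 fold change 0.76, adjusted p = 0.258 from limma) and ddit4 (0.50, adjusted p = 0.217) did not pass, though klf9 did over all genes with the replicate number as a block, and klf9 was lower in replicate 2 of both genotypes by a log2 value of −3.63. The median of the list was 0.20 (adjusted p = 0.00315 from camera, 0.473 with an estimated correlation), and its replicate 2 median against the others was −1.51. Of 8 genes that specify CRH neurons, 0 passed over the list alone or over all genes with limma, 3 had an unadjusted p under 0.05 and DESeq2 called 0. Their median was 0.25 (adjusted p = 0.0296 from camera, 0.482 with an estimated correlation), with otpa at 0.36, otpb at 0.38 and fezf2 at 0.60, and the replicate 2 median against the others was 0.83.
The HPI axis count became 5 without wild-type replicate 2 or mutant replicate 2, and the glucocorticoid target count became 0 without wild-type replicate 1, wild-type replicate 3 or mutant replicate 1 and 4 without mutant replicate 3. The camera adjusted p of the glucocorticoid targets became 0.0978 with no batch term, 0.135 without mutant replicate 1 and 0.282 without wild-type replicate 3, and that of the genes of CRH neurons 0.333 with no batch term, 0.115 without mutant replicate 3 and 0.0914 without wild-type replicate 3. Without wild-type replicate 2 or mutant replicate 2, 1 gene of CRH neurons was higher over its list. From the lower liver and immune genes, which it describes as a hallmark of stress axis activation, set beside the higher crhb, avp, pomca and adcyap1b, the paper proposes that the stress axis is activated in the mutants. It also reports a higher crhb signal per cell in NPO neurons at 3 and 5 dpf, by in situ hybridization, and more CRH neurons there at 5 dpf. Higher baseline cortisol is reported too, in mutant larvae older than these pools. None of these measurements was analysed here.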

### *dscaml1* deficiency alters the development of CRH neurons in the NPO

To further investigate whether the stress axis is perturbed in *dscaml1* mutants, we first examined the development of CRH neurons in the NPO (CRH^NPO^ neurons) (Figure 2A), which are localized in the dorsal preoptic area and characterized by their expression of *crhb* (Herget et al., 2014; Vom Berg-Maurer et al., 2016). We focused on three developmental stages (2, 3, and 5 dpf) that span the period between the first appearance of *crhb* + neurons in the NPO (2 dpf) and the onset of stress axis responsivity (4–5 dpf) (Chandrasekar et al., 2007; Alderman and Bernier, 2009; Clark et al., 2011). Sibling controls were used for all comparisons.

**FIGURE 2:**
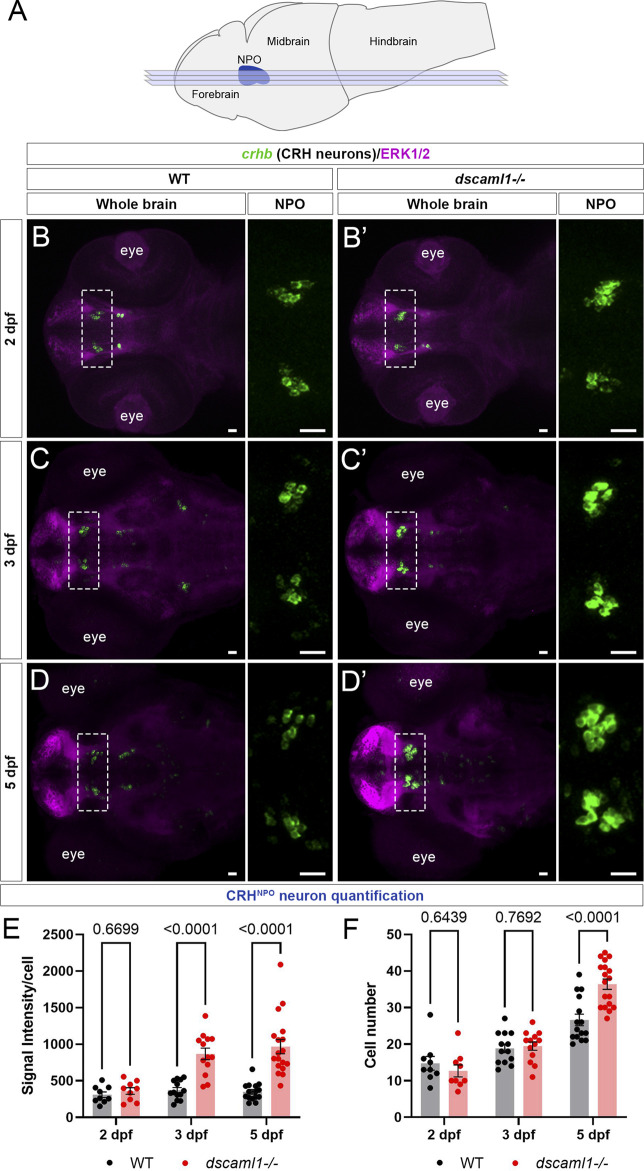
*dscaml1* deficiency alters the development of CRH^NPO^ neurons. **(A)** Illustration of the larval zebrafish brain (lateral view) with rostral to the left. The NPO is highlighted in blue. Imaging planes used for CRH^NPO^ neuron analysis are shown (light blue planes) **(B-D')** Developmental trajectory of CRH^NPO^ neurons, labeled by *crhb* FISH (green) and co-stained with anti-ERK1/2 (magenta). At each developmental stage, a representative confocal sub-stack containing the NPO is shown, with the NPO (boxed region) enlarged and shown in the right panel without the ERK1/2 co-stain. Wild-type (WT) animals are shown in panels B, C, and **(D)** *dscaml1−/−* animals are shown in panels B', C', and D' **(E–F)** Quantification of the signal intensity per cell **(E)** and cell number **(F)**. Multiple-comparison corrected *p* values are as shown. WT: n = 9 (2 dpf), 13 (3 dpf), 15 (5 dpf). *dscaml1−/−*: n = 9 (2 dpf), 13 (3 dpf), 18 (5 dpf). Scale bars are 20 μm. Mean, standard error, and corrected *p* values are shown.

Using fluorescent *in situ* hybridization (FISH), we found that *crhb* expression pattern was initially similar between *dscaml1−/−* and wild-type (WT) animals at 2 dpf (Figure 2B, B'). At 3 dpf, we began to see higher *crhb* expression in the NPO of *dscaml1−/−* animals (Figure 2C, C'), and *crhb* expression in the NPO remains higher in *dscaml1*−/− animals at 5 dpf (Figure 2D, D”). Quantification of *crhb* FISH signal intensity among CRH^NPO^ neurons showed that *crhb* expression is higher in *dscaml1*−/− animals, compared to WT animals (Figure 2E). There was a significant difference in signal intensity per cell by developmental stage and genotype, and a significant interaction between stage and genotype (two-way ANOVA, Supplementary Table SI). Pair-wise comparisons with Holm-Sidak correction found a significant increase at 3 and 5 dpf but not at 2 dpf (Figure 2E).

In addition to changes in *crhb* expression levels, *dscaml1* deficiency also increased the number of *crhb*-expressing CRH^NPO^ neurons. In WT animals, the number of CRH^NPO^ neurons increased over time, from 14.78 cells (2 dpf) to 18.85 cells (3 dpf) to 26.60 cells (5 dpf) per animal (Figures 2B–D, F). In *dscaml1*−/− animals, the number of CRH^NPO^ neurons increased at a higher rate, from 12.67 cells (2 dpf) to 19.46 cells (3 dpf) to 36.39 cells (5 dpf) per animal (Figure 2B', C', D', F). There was a significant difference in cell number by developmental stage and genotype, and there was a significant interaction between stage and genotype (Two-way ANOVA, Supplementary Table SI). Pair-wise comparisons with Holm-Sidak correction found a significant increase in cell number between *dscaml1−/−* and WT animals at 5 dpf but not at 2 and 3 dpf (Figure 2F, adjusted *p* values as shown).

Overall, we found significant increases in *crhb* expression and cell number in CRH^NPO^ neurons in *dscaml1−/−* mutants as compared to WT. These phenotypes were not due to the visual deficits in *dscaml1−/−* animals (Ma et al., 2020b), as similar phenotypes were observed in animals raised in the dark (Supplementary Figure S1). Together, these findings show that *dscaml1* is essential for the normal developmental trajectory of CRH^NPO^ neurons.

### *dscaml1* deficiency impairs CRH neuron development in the intermediate and rostral hypothalamus

To test whether other hypothalamic CRH neurons are affected similarly to CRH^NPO^ neurons, we examined two additional *crhb*-expressing hypothalamic regions. In zebrafish, the intermediate hypothalamus (IH) CRH neurons (CRH^IH^ neurons) regulate stress response and the perception of the emotional valence of light (Figure 3A) (Wagle et al., 2022). In the IH at 5 dpf, we did not observe any significant difference in *crhb* expression levels (FISH intensity) between *dscaml1−/−* and WT animals (Figures 3B–D). However, the number of CRH^IH^ neurons was significantly higher in *dscaml1−/−* animals (unpaired *t*-test, Figure 3E).

**FIGURE 3:**
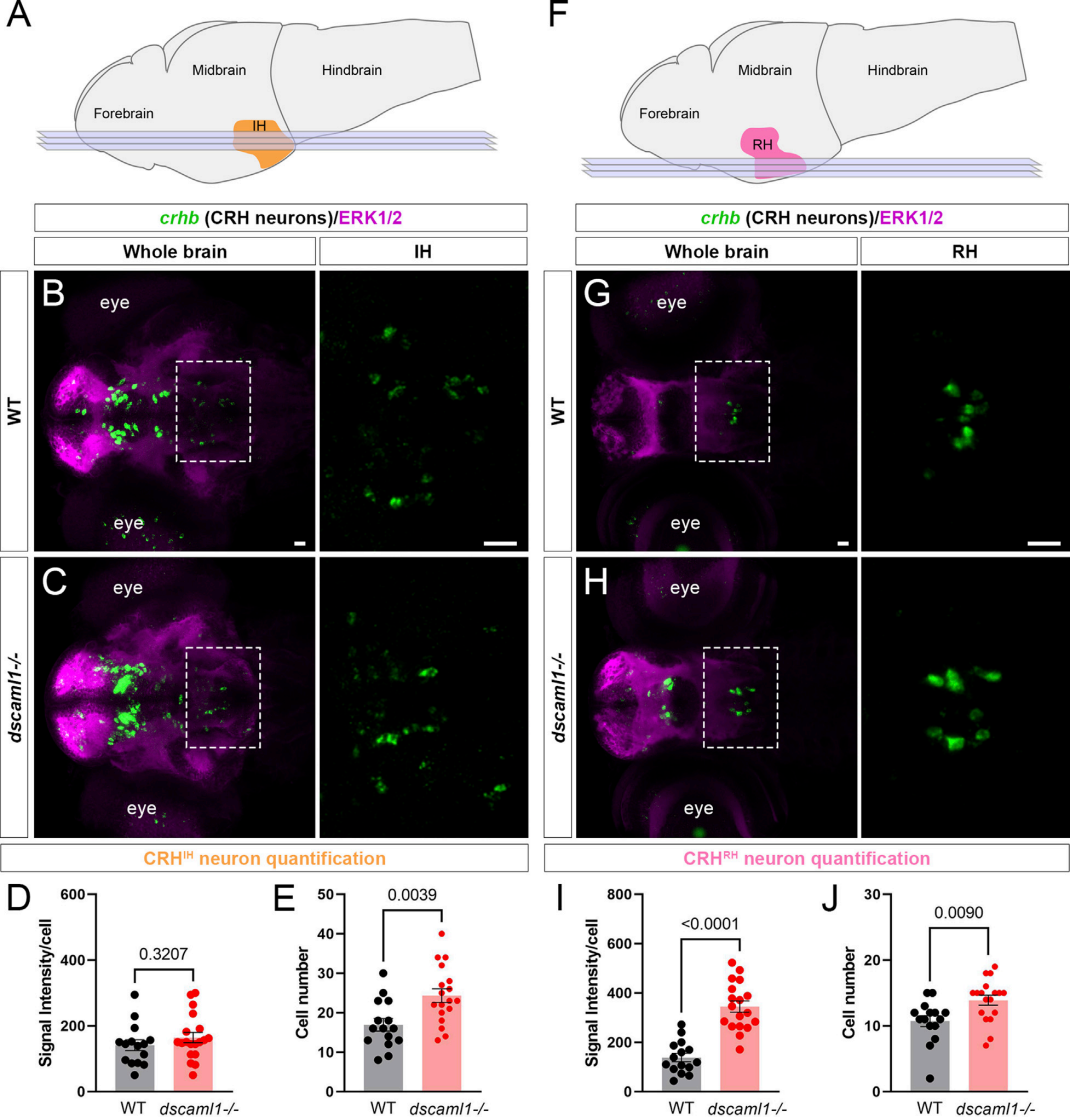
*dscaml1* deficiency alters the development of CRH neurons in the intermediate and rostral hypothalamus. **(A)** Illustration of the larval brain, with the IH highlighted in orange. Imaging planes used for CRH^IH^ neuron analysis are shown (light blue planes). **(B, C)** Labeling of CRH^IH^ neurons by *crhb* FISH (green) and co-stained with anti-ERK1/2 (magenta). Representative confocal sub-stacks containing the IH are shown, with the IH (boxed region) enlarged and shown in the right panel without the ERK1/2 co-stain. WT brain is shown in panel B and *dscaml1−/−* brain is shown in panel **C**. **(D–E)** Quantification of the signal intensity per cell **(D)** and cell number **(E)**. **(F)** Illustration of the larval brain, with the RH highlighted in pink. Imaging planes used for CRH^RH^ neuron analysis are shown (light blue planes). **(G–H)** Labeling of CRH^RH^ neurons by *crhb* FISH (green) and co-stained with anti-ERK1/2 (magenta). Representative confocal sub-stacks containing the RH are shown, with the RH (boxed region) enlarged and shown in the right panel without the ERK1/2 co-stain. WT brain is shown in panel G and *dscaml1−/−* brain is shown in panel **H**. **(I–J)** Quantification of the signal intensity per cell **(I)** and cell number **(J)**. WT: n = 15. *dscaml1−/−*: n = 18. Scale bars are 20 μm. Mean, standard error, and *p* values are shown.

In addition to the IH, we have found consistent *crhb* expression in the rostral hypothalamus (RH) (Figure 3F). The roles of CRH neurons in the RH (CRH^RH^ neurons) are still unknown, but they may contribute to the rostral hypothalamus-optic tectum pathway (Heap et al., 2017). In the RH at 5 dpf, both the *crhb* expression levels and the CRH^RH^ cell number were higher in *dscaml1−/−* animals compared to WT (unpaired *t*-test, Figures 3G–J). Thus, *dscaml1* is required broadly to regulate CRH neuron cell number in the developing hypothalamus, but *dscaml1* deficiency only affects *crhb* expression in the RH and NPO.

### Programmed cell death in the hypothalamus is reduced in *dscaml1* mutants

DSCAM family proteins are known to reduce neuronal cell number by promoting PCD in the mammalian retina (Fuerst et al., 2012; Garrett et al., 2016). Additionally, our transcriptomic analysis showed that *dscaml1* mutants express higher levels of apoptosis-regulating genes, *bcl2b* and *pmaip1* (Figure 1A). Therefore, we hypothesized that *dscaml1* deficiency might impair PCD in the developing hypothalamus.

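Apart from bcl2b and pmaip1, few apoptosis genes passed a threshold between the genotypes. Of 32 tested apoptosis regulators, 3 were higher and 0 lower at an adjusted p under 0.05 from limma adjusted over the list alone (0 over all genes), and the third was boka. boka, a pro-apoptotic BCL2 relative, had 180.3 ± 4.71 normalized counts in wild type and 255 ± 14.8 in mutants (SD, n = 3 pools each; log2 fold change 0.50, adjusted p = 0.158 from limma). The median of the list was 0.10, with 21 genes above and 11 below 0 (adjusted p = 0.0269 from camera, 0.427 with an estimated correlation). At an unadjusted p under 0.05 from limma, 6 of the 32 were higher and 0 lower, bcl2b and pmaip1 included. In all 3 replicate pairs 10 were higher and 1 was lower. Of 15 p53 target genes, 1 was higher adjusted over the list alone (0 over all genes), which was pmaip1. baxa (log2 fold change 0.93), bbc3 (0.44) and cdkn1a (−0.40) did not pass. The median of the p53 list was 0.18 (adjusted p = 0.0170 from camera, 0.429 with an estimated correlation). In replicate 2 of both genotypes the medians against the others were −0.22 and −0.76.
The 3 apoptosis genes became 0 without wild-type replicate 1, wild-type replicate 3 or mutant replicate 1, 1 without mutant replicate 3 and 2 without wild-type replicate 2 or mutant replicate 2, and pmaip1 did not pass over the p53 list without mutant replicate 1 or mutant replicate 3. The camera adjusted p was 0.107 and 0.113 with no batch term and 0.237 for both lists without mutant replicate 3, and that of the apoptosis list was 0.0539 without wild-type replicate 3. Without the study's own bcl2b and pmaip1, 0 of the other 30 apoptosis regulators passed 0.05 from limma over those alone.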

To test this, we used an anti-activated caspase 3 (AC3) antibody to label apoptotic cells (Pyati et al., 2011). In wild-type animals, we saw widespread apoptosis in the nervous system, peaking at 3 dpf (Figure 4A–A”), consistent with previous findings using TUNEL (Cole and Ross, 2001). We found a decrease in AC3-positive cells in *dscaml1−/−* animals at 3 and 5 dpf, compared to wild-type sibling controls (Figure 4B–B”). To quantify the amount of cell death in specific hypothalamic regions, we used the Map-map calculation and the Z-Brain anatomical atlas (Randlett et al., 2015). In this method, individual confocal image stacks are registered to the Z-Brain reference brain; registered stacks are then grouped by genotype for voxel-wise comparisons using the Mann-Whitney *U*-statistic (WT n = 14; *dscaml1−/−* n = 21). The voxels with significant Z-scores, either higher in WT (WT over *dscaml1*) or higher in *dscaml1−/−* (*dscaml1* over WT), were mapped to regions of interest (ROIs) and the mean voxel values in each ROI were calculated and displayed using a green-magenta color scale (green: higher in WT; magenta: higher in *dscaml1−/−*) (Figure 4C).

**FIGURE 4:**
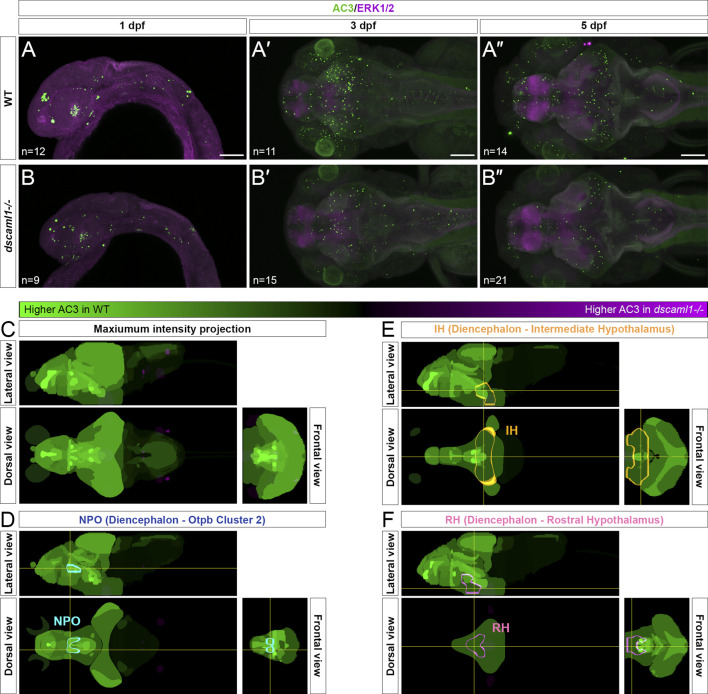
Programmed cell death in the brain is reduced in *dscaml1* mutants. **(A–B”)** Immunolabeling with anti-AC3 (green) and counterstained with anti-ERK1/2 (magenta). 1 dpf embryos are shown laterally, and 3 and 5 dpf larvae dorsally. Wild-type (WT) animals are shown in panels **A–A”** and *dscaml1−/−* animals are shown in panels **B–B”**. **(C)** 5 dpf Z-Brain mapping of brain regions, showing regions with higher AC3 labeling in WT (green) or *dscaml1−/−* (magenta). Orthogonal maximum intensity projections are shown. **(D)** Z-Brain mapping in the NPO. Z-Brain ROI name is indicated in the parenthesis. Orthogonal sections are shown. **(E)** Z-Brain mapping in the IH. Z-Brain ROI name is indicated in the parenthesis. Orthogonal sections are shown. **(F)** Z-Brain mapping in the RH. Z-Brain ROI name is indicated in the parenthesis. Orthogonal sections are shown. Anterior is to the left for all images. Scale bars are 100 μm.

Overall, AC3 signal is higher in WT throughout the brain, compared to *dscaml1−/−* (*i.e.*, many green regions and very few magenta ROIs)*.* Out of 293 ROIs annotated in Z-Brain, 178 had voxels with significant WT over *dscaml1* signal (mean signal = 1,384.90) (WT over *dscaml1* sheet, Supplementary Datasheet S3). In contrast, only 65 ROIs had voxels with significant *dscaml1* over WT signal (mean signal = 84.23) (*dscaml1* over WT sheet, Supplementary Datasheet S3).

In the ROIs corresponding to the hypothalamic *crhb* expressing areas, the NPO (Z-Brain ROI: Diencephalon—Otpb Cluster 2) (WT over *dscaml1* signal = 5,688.06; *dscaml1* over WT signal = 0), IH (Diencephalon - Intermediate Hypothalamus) (WT over *dscaml1* signal = 673.56; *dscaml1* over WT signal = 36.40), and RH (Diencephalon - Rostral Hypothalamus) (WT over *dscaml1* signal = 916.95; *dscaml1* over WT signal = 0.70) all had higher AC3 signal in WT, compared to *dscaml1−/−* (Figures 4D–F). Together, these results suggest that reduced PCD in *dscaml1−/−* animals may contribute to the higher number of CRH neurons in the hypothalamus.

### *dscaml1* is essential for normal CRH^NPO^ neuron cell death

To further determine whether *dscaml1* affects the survival of hypothalamic CRH neurons, we tracked the fate of individual CRH^NPO^ neurons using *in vivo* time-lapse imaging at 3 to 5 dpf, when cell number begins to diverge between *dscaml1−/−* and WT animals. To visualize CRH^NPO^ neurons in live zebrafish, we generated a *crhb* knock-in fluorescent reporter line using CRISPR-mediated genomic insertion (Figure 5A) (Kimura et al., 2014). A Cre-switchable *hsp-LoxP-RFP-LoxP-GFP* cassette was inserted 35 base pairs upstream of the first exon of *crhb* so that the expression of RFP (default) or GFP (with Cre-mediate recombination) would mark the endogenous *crhb*-expressing cells (Figure 5B). The resulting transgenic line, *crhb:LoxP-RFP-LoxP-GFP* (*crhb:LRLG*), has RFP and GFP expression pattern that matches the endogenous *crhb* transcript expression patterns reported by others (Figures 5C, D) (Shainer et al., 2022). To validate the fidelity of fluorescent reporter expression, we examined whether *crhb:LRLG*-labeled cells in the NPO express CRH protein. In animals not exposed to Cre (default RFP expression), we found that most RFP+ neurons are CRH immunopositive (84.71% ± 2.19%, Supplementary Figure S2A–B). Together, these results indicate that the *crhb:LRLG* line reliably labels CRH^NPO^ neurons.

**FIGURE 5:**
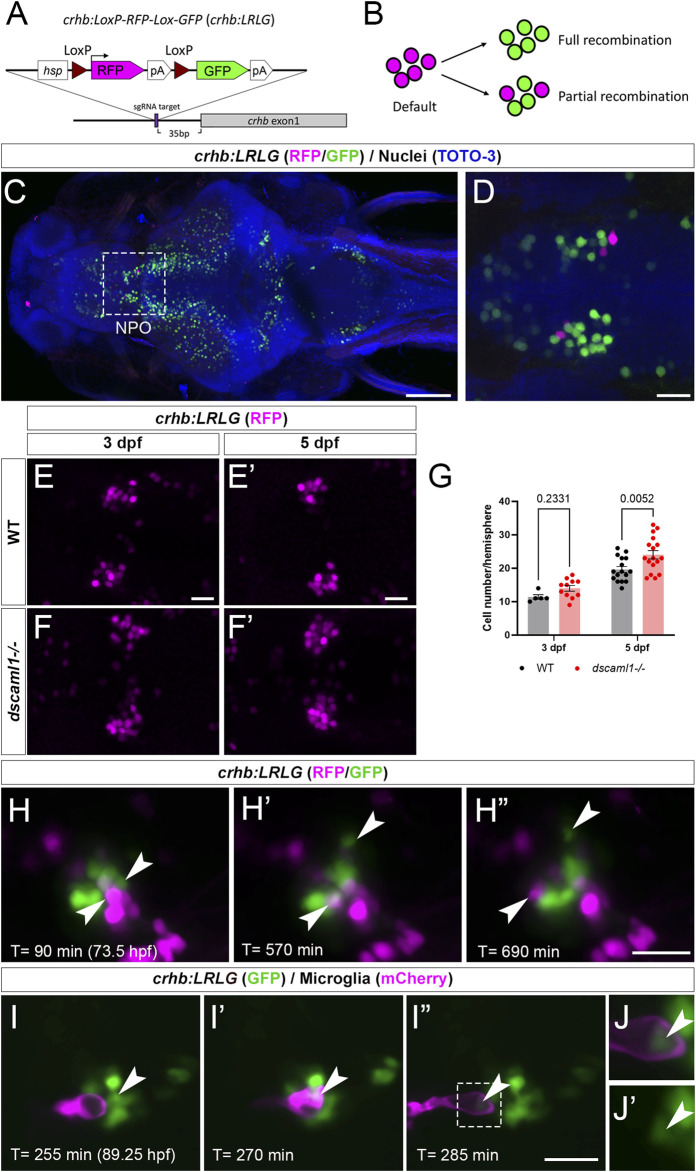
Fluorescent labeling and live imaging of CRH^NPO^ neurons. **(A)** Schematic of CRISPR -mediated knock-in of the *hsp-Lox-RFP-Lox-GFP* cassette at the sgRNA target site, located 35 bp upstream of exon 1 of *crhb*. The orientation and junctional structure of insertion have not been determined. **(B)** Schematic of *crhb:LRLG* expression. Each circle represents a fluorescent cell. Without Cre (default), RFP is expressed in all cells. With full recombination, all cells express GFP. Partial recombination results in mosaic RFP and GFP labeling. **(C)** Dorsal view of a fixed 5 dpf *crhb:LRLG* larvae with partial recombination stained with anti-RFP (magenta) and anti-GFP (green). The boxed area marks the NPO. **(D)** Higher magnification image of the NPO. Both RFP and GFP-positive neurons can be seen. **(E-F')** Images of anti-RFP stained *crh:LRLG* animals without recombination. Representative WT (E-E') and *dscaml1−/−* **(F-F')** NPO neurons are shown. **(G)** Quantification of RFP-positive cells at 3 and 5 dpf. WT: n = 5 (3 dpf), 16 (5 dpf). *dscaml1−/−*: n = 11 (3 dpf), 17 (5 dpf). Mean, standard error, and corrected *p* values are shown. **(H–H”)** Live *crhb:LRLG* larvae with partial recombination were imaged from 72 to 84 hpf. Three time points are shown here. Two cells (arrowheads, one green and one magenta) move away over time. **(I–I”)** Live *crhb:LRLG;mpeg1:Gal4;UAS:NTR-mCherry* larvae with CRH neurons labeled with GFP (green) and microglia labeled with mCherry (magenta). In this image series, one CRH neuron (arrowhead) is engulfed **(I')** and then removed **(I”)** by a microglial cell. Images are confocal optical sections. **(J, J')** Panels showing enlarged views of the boxed area in **(I”)**, with **(J)** or without **(J')** the mCherry channel. The remnant of the CRH neuron can still be seen inside the microglia (arrowheads). Scale bars are 100 μm (panel C) or 20 μm (all other images).

In *crhb:LRLG* animals, *dscaml1* deficiency increased the number of RFP-labeled CRH^NPO^ neurons (Figure 5E–F'). There were significant differences by developmental stage and genotype, with no significant interaction (two-way ANOVA, Supplementary Table SI). There was a significantly higher number of RFP-positive neurons in the *dscaml1* mutants at 5 dpf but not 3 dpf (Figure 5G, multiple comparison test with Holm-Sidak correction). This result corroborates our *crhb* FISH results that show increased CRH^NPO^ neuron number in *dscaml1* mutants (Figure 2F).

Using the *crhb:LRLG* line, we first performed time-lapse imaging in anesthetized animals. We induced partial Cre-mediated recombination by injecting *CreER* mRNA into *crhb:LRLG* animals at the 1-cell stage and adding 4-hydroxytamoxifen (4-OHT) to activate CreER at 6–24 hpf (Figure 5B). At 3–4 dpf, intermingled GFP+ and RFP+ cells can be seen in the NPO by confocal imaging (Figure 5H–H” and Supplementary Video S1). Over time, some labeled cells moved away from the CRH^NPO^ neuron cluster. These cells were likely dying cells being carried away by microglia, as seen in previous zebrafish studies (Mazaheri et al., 2014). To confirm this, we induced GFP expression (by injecting codon-optimized *Cre* mRNA) (Horstick et al., 2015) in all *crhb:LRLG*-labeled cells and labeled microglia with the *mpeg1:mCherry* transgene (Figure 5I–I” and Supplementary Video S2) (Espenschied et al., 2019). Indeed, mCherry+ microglia migrated toward the GFP+ cell cluster, engulfed GFP+ CRH^NPO^ neurons, and carried the engulfed cells away. The remnant of the engulfed cell can be seen inside a large vacuole within the microglia (Figure 5J, J'). This type of engulfment events was seen in three out of five animals between 3.5-4 dpf. These results suggest that CRH^NPO^ neurons undergo PCD and that dying cells are rapidly removed by microglia.

Next, to track the fate of individual CRH^NPO^ neurons, we performed two-photon imaging from 3 to 5 dpf on *crhb:LRLG* animals with partial Cre-mediated recombination (Figure 6A). To minimize the potential effects of stress on PCD (Irles et al., 2014), we anesthetized and immobilized the animals during imaging. In between imaging sessions, each animal is allowed to recover in individual wells of 12-well plates, under normal light-dark cycles. Cells that are present at the first time point (78 hpf) were tracked at four subsequent time points (84, 96, 108, and 120 hpf) and categorized as either persisting (present at the last time point) or lost (lost at any of the following time points) (Figure 6B–B”). Overall, we observe a trend of reduced cell loss in the *dscaml1*+/− and *dscaml1−/−* animals (Chi-square test for trend, *p* = 0.0398) (Figure 6C, total number of tracked cells as indicated). In WT animals, 16.41% of cells are lost, versus 10.91% and 7.53% for *dscaml1*+/− *and dscaml1−/−*, respectively.

**FIGURE 6:**
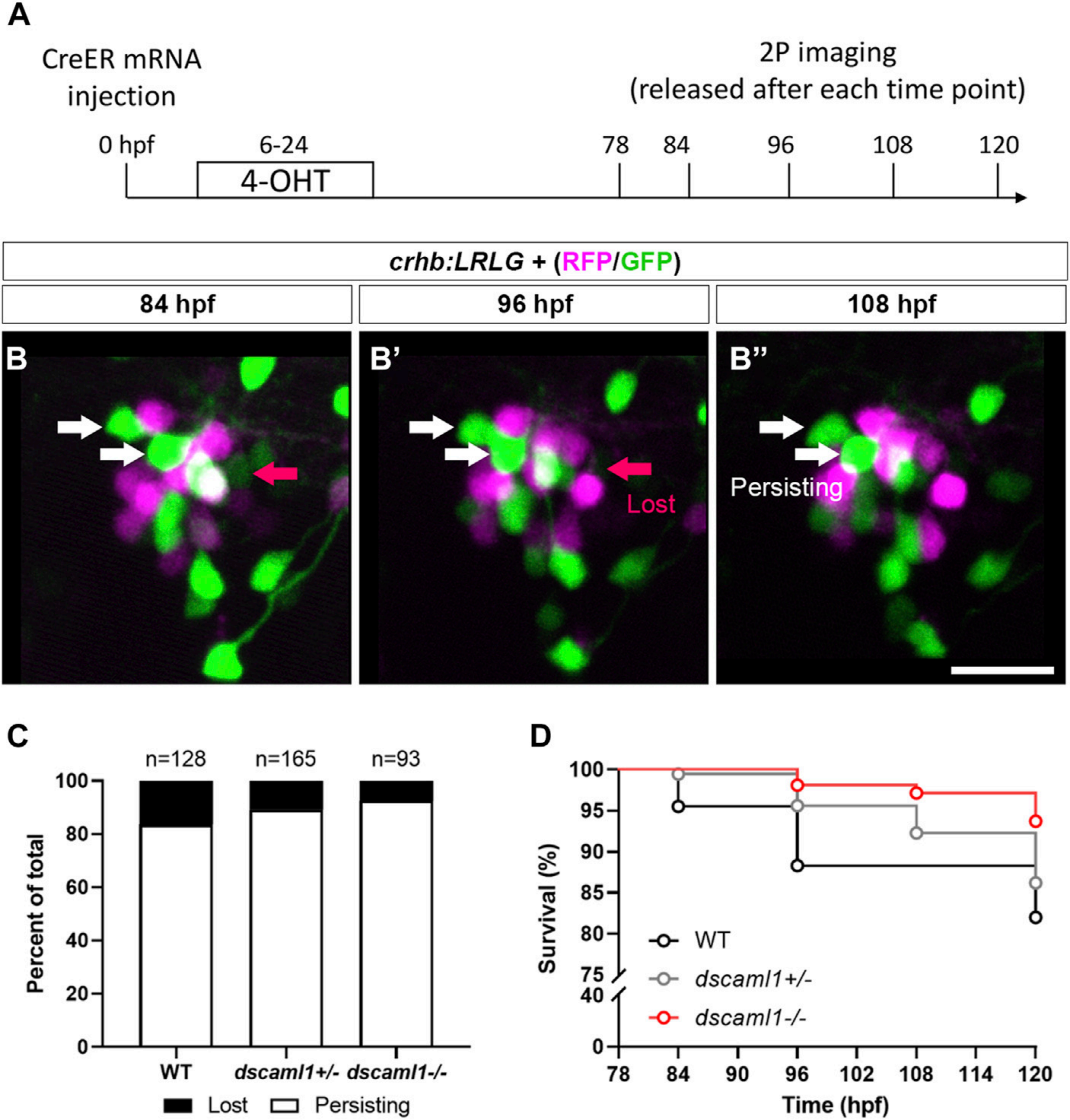
Live tracking of CRH^NPO^ neuron cell fate. **(A)** Timeline of time-lapse two-photon (2P) imaging experiment. Partial recombination of *crhb:LRLG* was induced by 4-OHT at 6–24 hpf, and imaging was performed at 78, 84, 96, 108, and 120 hpf. Animals were briefly anesthetized during imaging and allowed to recover in between imaging sessions. **(B–B”)** Tracking of individual CRH^NPO^ neurons. Three example time frames are shown. Individual fluorescent cells can be tracked over time and are divided into two categories: persisting (white arrows) or lost (pink arrow). The scale bar is 20 μm. **(C)** Quantification of the percentage of persisting versus lost CRH^NPO^ neurons. Sample size (cell number) as indicated for each genotype. **(D)** Survival curve of individual CRH^NPO^ neurons in each genotypic group.

Finally, considering the timing of cell loss, we plotted the survival curve of CRH^NPO^ neurons for each genotype. Again, there was a significant difference in the trends of cell loss (Logrank test for trend, *p =* 0.0098), with the *dscaml1*−/− animals consistently showing a higher survival rate (Figure 6D). Together, these results show that *dscaml1* deficiency reduces PCD of CRH^NPO^ neurons.

### Stress axis function is perturbed in *dscaml1* mutant animals

Given the developmental perturbation of hypothalamic CRH neurons as well as the global changes in gene expression related to stress axis activation, we next determined whether the hormonal output of the stress axis—cortisol—is altered. Cortisol levels were measured using an enzyme-linked immunosorbent assay (ELISA) on homogenates made from pools of 5 dpf animals (30 animals per sample, 6 samples per condition). All animals were raised under standardized conditions, at the same density, and with a normal circadian cycle (14 h day/10 h night) (Yeh et al., 2013). Under this circadian cycle, *dscaml1* mutant animals exhibit similar diurnal locomotor rhythms as wild-type animals (Ma et al., 2020b).

Baseline and stressed conditions were tested to evaluate potential alterations of cortisol in control (WT and *dscaml1+/−*) and *dscaml1−/−* siblings at 5 dpf. To measure baseline cortisol, we collected unperturbed animals within 30 min after light onset (zeitgeber time 0, ZT0) and in the afternoon (ZT6-8). To measure stress-induced cortisol, animals were exposed to either stirring stress (swirling water, 5 min) (Castillo-Ramirez et al., 2019) or hyperosmotic stress (250 mM NaCl, 20 min) at ZT6-8 (Yeh et al., 2013). These acute stressors are well-characterized and are comparable to the water current and salinity changes experienced by zebrafish larvae in their natural habitat (Clark et al., 2011).

At baseline, *dscaml1−/−* animals had significantly higher cortisol levels than control animals (Multiple Mann-Whitney test with Holm-Sidak correction. Adjusted *p* values shown in Figure 7A). At ZT0, the *dscaml1* mutant baseline cortisol levels were 2.7-fold higher than that of controls (median 350.06 pg/mL versus 129.80 pg/mL). The difference in cortisol was less pronounced at ZT6-8, but *dscaml1* mutants still had 2-fold higher cortisol levels than controls at baseline (median 238.51 pg/mL versus 118.52 pg/mL).

**FIGURE 7:**
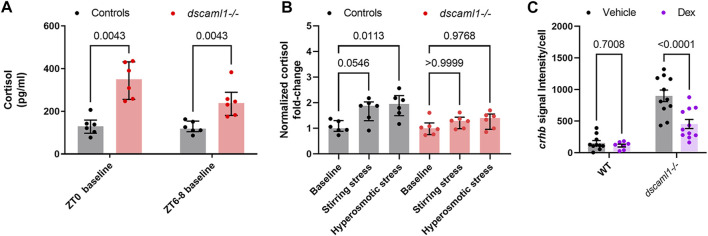
Cortisol levels and response to exogenous glucocorticoids. **(A–B)** Cortisol profile for 5 dpf larvae. For each sample (dot), cortisol was extracted from a pool of 30 animals. n = 6 for all groups. Median, interquartile range, and corrected *p* values are shown. **(A)** Baseline cortisol in control (black) and *dscaml1−/−* (red) animals. **(B)** Baseline-normalized cortisol fold change in control (black) and *dscaml1−/−* (red) animals. **(C)** Quantification of *crhb* signal intensity per cell in CRH^NPO^ neurons. Vehicle: n = 10 (WT), 11 (*dscaml1−/−*). Dex: n = 7 (WT), 11 (*dscaml1−/−*). Mean, standard error, and corrected *p* values are shown.

After acute exposure to stressors, we found that *dscaml1* mutant animals exhibited attenuated cortisol induction. We assessed the extent of stress-induced cortisol production by normalizing cortisol levels to the baseline cortisol of the same genotype at the same circadian time (ZT6-8). In the control group, stirring stress and hyperosmotic stress produced 1.88 and 1.95-fold increases in cortisol over the control baseline, respectively (grey bars, Figure 7B) (non-normalized cortisol data are shown in Supplementary Figure S3). The response to hyperosmotic stress was more robust (*p* = 0.0113, Multiple Mann-Whitney tests with Holm-Sidak correction) than that generated by stirring stress (*p* = 0.0546). In the *dscaml1*−/− group, stirring stress and hyperosmotic stress only produced 1.29 and 1.4-fold increases in cortisol over the *dscaml1−/−* baseline, respectively (red bars, Figure 7B). These increases were not statistically significant (*p* > 0.9999 for stirring stress, *p* = 0.9768 for hyperosmotic stress).

Together, these results show that *dscaml1* deficiency elevates baseline cortisol levels and impair responses to acute stressors. These findings indicate that *dscaml1* is critical for establishing the normal function of the stress axis.

### *dscaml1* mutants are responsive to glucocorticoids

Some aspects of the stress axis-related phenotypes in *dscaml1* mutants resemble the zebrafish *glucocorticoid receptor (gr)* mutants. In particular, both *gr* and *dscaml1* mutants exhibit elevated baseline cortisol and *crhb* (Ziv et al., 2013). This resemblance raises the possibility that the *dscaml1* mutant phenotypes may result from insufficient glucocorticoid receptor-mediated signaling. To test this, we examined whether *dscaml1* mutants can respond transcriptionally to exogenously applied glucocorticoids. We examined the expression of *crhb* in the NPO, as it is under feedback control from glucocorticoid-glucocorticoid receptor signaling (Watts, 2005). Wild-type siblings were used for controls.

A synthetic glucocorticoid receptor agonist, dexamethasone (Dex), was added to the embryo media at a final concentration of 2 μM from 4 to 5 dpf (24 h). Vehicle (0.02% ethanol) treated siblings were used for comparison. For *crhb* transcript level in CRH^NPO^ neurons, we found significant differences caused by Dex treatment and genotype, with significant interaction between the two (two-way ANOVA, Supplementary Table SI). Multiple comparison tests found that Dex significantly reduced *crhb* transcript level in *dscaml1−/−* animals but not in wild-type animals (Holm-Sidak correction, Figure 7C with *p* values as indicated). These results show that *dscaml1* deficiency does not result in a loss of glucocorticoid responsivity in CRH^NPO^ neurons. Instead, *dscaml1* deficiency may render animals more sensitive to the inhibitory effects of glucocorticoids.

## Discussion

The present study provides evidence that *dscaml1* regulates the development of hypothalamic CRH neurons and is necessary for normal stress axis function. At the transcriptome level, *dscaml1* deficiency in zebrafish results in gene expression changes that suggest stress axis hyperactivation. At the cellular level, we find that *dscaml1−/−* hypothalamic CRH neurons have increased stress axis-associated neuropeptide (*crhb*) expression, increased cell number, and reduced cell death. Physiologically, *dscaml1* deficiency impairs normal neuroendocrine stress axis function, which is potentially caused by developmental deficits in hypothalamic CRH neurons as well as systemic changes in hormone/neuropeptide signaling. Together, these findings link DSCAML1 to the development of the stress axis and shed new light on the potential etiology of human *DSCAML1-*linked mental health conditions.

### DSCAML1 is a novel intercellular signaling molecule for CRH neuron development

A major finding of this study is that DSCAML1 is necessary for the development of hypothalamic CRH neurons. To our knowledge, DSCAML1 is the first intercellular signaling molecule to be implicated in CRH neuron development. Our finding also provides the first link between DSCAML1 and hypothalamus development. We show that, similar to retinal neurons, the regulation of cell number by PCD is a DSCAML1-mediated process in hypothalamic CRH neurons (Garrett et al., 2016). Further investigations are required to determine whether other aspects of DSCAML1 function, such as the regulation of cellular spacing and synaptogenesis, are involved in CRH neuron development (Fuerst et al., 2009; Yamagata and Sanes, 2010; Sachse et al., 2019). Additionally, given that *dscaml1* is expressed broadly in the nervous system (Ma et al., 2020b), including CRH neurons and non-CRH neurons (Supplementary Figure S4), it will be important to address whether *DSCAML1* acts cell-autonomously in CRH^NPO^ neurons.

### Regulation of CRH neuron cell death by DSCAML1

During development, PCD is critical for eliminating transient cell types, matching input and output cell populations, and maintaining cellular spacing (Yamaguchi and Miura, 2015; Wong and Marin, 2019). It has been hypothesized that PCD in the hypothalamus may specify neural circuit assembly and shape output activity (Simerly, 2002; Forger, 2009). Congruent with this idea, reduced hypothalamic PCD caused by early-life stress is associated with increased sensitivity to acute stressors in adulthood (Zhang et al., 2012; Irles et al., 2014).

As an intercellular signaling molecule, DSCAML1 may act to transduce extracellular cues for PCD. One potential cue is synaptic activity, which is critical for neuronal survival during development (Wong and Marin, 2019). In culture, DSCAML1 is localized to excitatory synapses (Yamagata and Sanes, 2010) and inhibits excitatory synaptogenesis when overexpressed (Sachse et al., 2019). It remains to be determined whether DSCAML1 deficiency increases excitatory synaptic transmission and activates activity-dependent cell survival pathways in CRH neurons (Wong and Marin, 2019).

It is worth noting that CRH neuron cell death may not be the sole mechanism by which *dscaml1* affects CRH neuron number. Changes in the number or proliferative capacity of neuroprogenitor cells may contribute to the increase CRH neuron number we observed in *dscaml1* mutants. Additionally, the higher *crhb* expression induced by *dscaml1* deficiency may lead to more cells being identified as CRH neurons. Further work is needed to determine how these factors control CRH neuron number during development.

### Stress axis dysfunction in DSCAML1 deficient animals

*dscaml1*−/− animals exhibit multiple signs of stress axis activation at baseline, including cortisol elevation and the suppression of immunity-associated genes. The elevated baseline cortisol levels likely resulted in attenuated responses to acute stressors, similar to animals under chronic cortisol administration (Barton et al., 1987; Johnson et al., 2006). A likely cause of these phenotypes is the overexpression of *crhb*. In mice, broad overexpression of CRH leads to elevated corticosterone (the stress glucocorticoid in rodents) and produces phenotypes similar to Cushing’s syndrome, a human disorder caused by the overproduction of cortisol (Stenzel-Poore et al., 1992; Arnett et al., 2016).

Beyond dysfunction of hypothalamic neurons and CRH signaling, a broader neurological imbalance can also activate the stress axis. For example, seizures have been shown to activate the HPA axis, which increases the likelihood of future seizures (O'Toole et al., 2014; Hooper et al., 2018). It has been reported that *Dscaml1* mutant rats and human patients with *DSCAML1* loss-of-function variants exhibit neuronal hyperactivation and seizures (Hayase et al., 2020). It is, therefore, possible that excitation-inhibition imbalance in extra-hypothalamic regions may result in increased hypothalamic CRH neuron firing in zebrafish *dscaml1* mutants. Further studies on the cell-type-specific functions of *dscaml1* are needed to understand the precise cause of stress axis hyperactivation in *dscaml1*−/− animals.

### The interplay between cortisol signaling and CRH neuron development

Facilitation and feedback are signature features of the stress axis (Dallman et al., 1992; Spencer and Deak, 2017). While CRH neurons control cortisol levels, cortisol signaling also affects the development of CRH neurons. Zebrafish *gr* mutants have phenotypes similar to that of *dscaml1*−/− animals, including slow visual-background adaptation, sluggish light onset response, elevated cortisol, and increased expression of *crhb* (Griffiths et al., 2012; Muto et al., 2013; Ziv et al., 2013). Surprisingly, rather than decreased glucocorticoid receptor signaling (as in *gr* mutants), *dscaml1*−/− animals have intact glucocorticoid receptor signaling, with dexamethasone exerting strong suppression of *crhb* expression in the NPO*.* Thus, despite the superficial phenotypic similarity, the underlying signaling mechanisms are distinct between *dscaml1* and *gr* mutants.

Given the known roles of DSCAML1 in regulating synapse formation (Sachse et al., 2019), the increase in *crhb* expression may be caused by the hyper-activation of upstream stress-related neural inputs. In rodents, various paradigms of chronic stress usually result in an upregulation of CRH in the PVN (Herman and Tasker, 2016). The transcriptional activation caused by stress-related synaptic activity may overcome the negative feedback mediated by glucocorticoid receptor signaling. Additional work is needed to disambiguate the relationship between cortisol disturbances and developmental deficits. A possible approach would be to normalize cortisol levels by genetically ablating interrenal cells (i.e., genetic adrenalectomy) and supplementing with constant levels of exogenous cortisol (Gutierrez-Triana et al., 2015).

## Conclusion

In conclusion, this work shows that DSCAML1 is integral for developing the hypothalamic neurons that regulate the neuroendocrine stress axis. Using zebrafish as a vertebrate model for the ontogenesis of the stress axis, we found that *dscaml1* deficiency results in CRH neuron deficits and dysfunction of the stress axis. Genetic perturbations of *DSCAML1* are seen in patients suffering from a wide range of mental health disorders, including intellectual disability, autism spectrum disorder, schizophrenia, epilepsy, and stress disorder (Iossifov et al., 2014; Caramillo et al., 2015; Karaca et al., 2015; Hayase et al., 2020; Ogata et al., 2021; Saadatmand et al., 2021). Developmental deficits in the stress axis may contribute to the etiology of these disorders.

## Materials and methods

### Zebrafish husbandry

Zebrafish (all ages) were raised under a 14/10 light/dark cycle at 28.5°C. Embryos and larvae were raised in E3 buffer (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_) (Nüsslein-Volhard et al., 2002). All zebrafish used in this study were in a mixed background of AB and TL wild-type strains (Zebrafish International Resource Center). Sex was not a relevant variable for the stages used in this study (0–6 dpf), as laboratory zebrafish remain sexually undifferentiated until 2 weeks of age (Maack and Segner, 2003; Wilson et al., 2014).

### Transgenic and mutant zebrafish lines

The *dscaml1* ^*vt1*^ loss-of-function allele contains a seven base pair deletion that results in frame shift and premature stop codon (Ma et al., 2020b). Animals used for live imaging were in homozygous *nacre* (*mitfa*) mutant background to prevent pigment formation (Lister et al., 1999). The microglia RFP line [*Tg(mpeg1:Gal4;UAS:NTR-mCherry)*] was obtained from Dr. John Rawls at Duke University (Espenschied et al., 2019). The *crhb:LoxP-RFP-LoxP-GFP* line was generated using CRISPR-mediated knock-in, as described by Kimura et al. (Kimura et al., 2014). The sgRNA sequence for the *crhb* knock-in locus is AGC​TCG​CGT​CTG​CGC​AGA​G. All group-wise comparisons (mutants versus controls) were done between siblings.

### RNA-seq and differential gene expression analysis

Progenies from heterozygous *dscaml1* mutant parents were anesthetized and harvested at 3.5-4 dpf. The anterior half of the animal was used for RNA preparation using the RNA Miniprep Kit (Zymo). The posterior half was used for genotyping. Three biological replicates for each group were analyzed, each containing RNA from 6–11 animals. All samples had RIN ≥8.0 and were converted into a strand-specific library using Illumina’s TruSeq Stranded mRNA HT Sample Prep Kit (RS-122–2,103; Illumina) for subsequent cluster generation and sequencing on Illumina’s NextSeq 75 sequencer. Sequence data processing, alignment, read count, mapping, and quality control were performed as previously described (Ates et al., 2020). Differential expression was tested for significance using the false discovery rate (FDR) (Benjamini–Hochberg) corrected Likelihood Ratio Test (LRT) in the R-package DESeq2 (Love et al., 2014). 

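DESeq2's likelihood ratio test on the recovered reads, with the batch term, gave 252 genes at an adjusted p under 0.01 and 124 under 0.001, at any fold change. The genes with the lowest adjusted p were apoba, the chromosome 15 gene BX927244.1, tfa, cp and gatm. limma gave 0 genes at both thresholds, with a lowest adjusted p of 0.0145, and edgeR on the recovered reads gave 0. With no batch term DESeq2 gave 11 genes at 0.01 and 9 at 0.001. Its 252 genes became 116 without wild-type replicate 1, 126 without wild-type replicate 2, 102 without wild-type replicate 3, 272 without mutant replicate 1, 138 without mutant replicate 2 and 127 without mutant replicate 3. The 124 genes at 0.001 became 56 (without wild-type replicate 1) to 133 (without mutant replicate 1) with 1 library left out. The fold changes in the authors' deposited table were matched most closely by a fit with replicate 2 of both genotypes set apart, out of 30 such terms tried on 1500 genes with a mean of at least 50. The median absolute difference from the table was 0.000124 log2 units with that term, 0.000837 with the replicate number as a block and 0.00558 with genotype alone. The paper's text names no such term.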

238 and 116 genes showed a significant difference in read counts at FDR < 0.01 and 0.001, respectively. Original sequence data have been deposited in NCBI’s Gene Expression Omnibus (Edgar et al., 2002) and accessible through GEO Series accession number GSE213858.

### Fluorescent *in situ* hybridization and immunohistochemistry

Single and double whole-mount fluorescent *in situ* hybridization (FISH) was performed using protocols described previously (Pan et al., 2012). Probes were synthesized by *in vitro* transcription using the DIG and Fluorescein RNA Labeling Mix (Roche). DIG and fluorescein-labeled probes were detected with anti-DIG or anti-Fluorescein POD-conjugated Fab fragments (Roche) and Cy3 or Fluorescein TSA-plus Reagent (Akoya Biosciences). Plasmid template for *crhb* (Lohr et al., 2009) was provided by Dr. David Prober at Caltech. The *dscaml1* probe was generated as described previously (Ma et al., 2020b).

Immunohistochemistry was performed as described previously (Ma et al., 2020a). ERK1/2 was stained with mouse anti-ERK1/2 (4696S; Cell Signaling Technology). Activated caspase three was stained with rabbit anti-cleaved caspase 3 (559565; BD Biosciences). Nuclei were stained with TOTO-3 Iodide (ThermoFisher). RFP was stained with chicken anti-RFP (600-901-379S, Rockland) or rabbit anti-RFP (PM005, MBL Life Science). GFP was stained with rabbit anti-GFP (598, MBL Life Science). CRH was stained with rabbit anti-CRH (PBL rC68) provided by P. Sawchenko and J. Vaughan from the Salk Institute. All FISH and immunohistochemistry samples were mounted in 1.5% low-melt agarose in glass-bottomed Petri dishes (P50G-1.5–14-F; MatTek) and imaged using a Nikon A1 upright confocal microscope.

### Cortisol extraction and ELISA

A detailed protocol for cortisol extraction and ELISA is provided online (Supplementary Datasheet S4). At 4.5 dpf, *dscaml1−/−* and control animals were separated based on the darker pigmentation of the *dscaml1−/−* animal (Ma et al., 2020b). 30–35 animals were placed in each petri dish for cortisol extraction. The morning baseline (unstressed) sample collections were done at 15–30 min after light onset (08:15–08:45), and the afternoon sample collections were done between 14:30–16:00. Hyperosmotic stress and stirring stress experiments were done between 14:30–15:30. 6 biological duplicates—each containing a pool of 30 animals—were collected for each genotype (*dscaml1*−/− and control) and stress condition (morning baseline, afternoon baseline, stirring stress, osmotic stress). Mutants and control animals are tested side by side for each experiment.

Stirring stress was induced by creating a vortex water flow with a spinning magnetic stir bar (Castillo-Ramirez et al., 2019). A small magnetic stir bar was placed into a 100 mm petri dish containing 35 animals and 20 mL of E3 media. The stir bar was rotated at 300 rpm with a stirring microplate for 5 min. Hyperosmotic stress was induced by increasing salt concentration in the media (Yeh et al., 2013). 30 animals were placed in 8 mL of E3 media. Then, 2 mL of prewarmed 1.25 M NaCl was added to the media for a final concentration of 250 mM for 20 min.

Sample homogenization and cortisol extraction were performed as described by Yeh et al. (Yeh et al., 2013). Briefly, 5 dpf larvae were rapidly immobilized with ice-cold E3 media and then flash-frozen at −80°C. Once all samples were collected, cortisol from the frozen samples was extracted with ethyl acetate (33211-1L-R; Sigma-Aldrich). Cortisol concentration was measured using a commercial ELISA kit, following the manufacturer’s instructions (500360; Cayman Chemical). Sample plates were read with a microplate reader (FilterMax F3; MicroDevices) 90–120 min after initial development.

### Live imaging of CRH neurons

Cre-mediated recombination of the *crhb:LRLG* transgene was induced by injecting Cre mRNA into the embryo at the 1-cell stage. To achieve partial Cre-mediated recombination, ∼30 pg of CreER mRNA was injected at the 1-cell stage and 4-Hydroxytamoxifen (4-OHT) was added to the embryo media at 6 hpf (10 μM), followed by washout with E3 media at 24 hpf. To achieve complete Cre-mediated recombination, ∼50 pg of *in vitro* transcribed Cre. zf1 mRNA (#61391, Addgene) was injected into the embryos (Horstick et al., 2015).

To perform confocal live imaging, 3 dpf animals were anesthetized with 0.01% tricaine methanesulfonate (MS-222, Sigma) and embedded in 1% low-melting point agarose, with the dorsal side resting on the glass surface inside the glass-bottomed petri dish (P50G-1.5–14-F; MatTek) (Beier et al., 2016). The petri dish was then filled with E3 media containing 0.01% tricaine methanesulfonate (MS-222, Sigma). Confocal z-stacks were acquired every 15 or 30 min for 12 h on a Nikon A1 confocal microscope.

Two-photon live imaging was done on a custom Bruker two-channel two-photon microscope. A tuneable Ti:Saphire laser (Chameleon Vision II; Coherent) was tuned to 980 nm to excite RFP and GFP simultaneously. 78 hpf animals were anesthetized and embedded the same way as confocal live imaging, but with the dorsal side away from the cover glass. Each animal was imaged at 78, 84, 96, 108, and 120 hpf (Figure 6A). After each time point, imaged larvae were gently removed from the agarose and recovered in E3 media at 28.5°C under normal day/night cycles. After the last time point, genomic DNA was prepared for all imaged animals and genotyped.

### Image processing and statistical analyses

Images were processed using Fiji—an open-source image processing software (Schindelin et al., 2012). For FISH images, images were convolved (kernel = 12) to enhance cell boundaries, and the center of each cell was manually tagged using the ROI manager tool. The cell number equals the number of ROIs in each animal. The signal intensity per cell was defined as the median signal intensity of all ROIs in a given animal. The number of RFP+ cells in *crhb:LRLG* animals were counted using the ROI manager tool without convolution. For confocal live imaging, images were pre-processed using the Denoise. AI function in the Nikon Elements software. For two-photon imaging, z-stacks from different time points were aligned using the “Correct 3D drift” function. Spectral overlap between the RFP and GFP channels was linearly unmixed. Individual cells were tracked with the MTrackJ plugin in Fiji (Meijering et al., 2012).

All statistical analyses were performed in GraphPad Prism (Version 9). For normally-distributed data, parametric tests (*t-*test or ANOVA) were used. For non-normally distributed data, non-parametric tests (Mann-Whitney) were used. The Holm-Sidak post-test was used to correct for multiple comparisons, and the adjusted *p* values are shown. All values are expressed as mean ± standard error, unless otherwise noted. Statistical tests were considered significant when *p* < 0.05.

Quantification of apoptotic (AC3+) cells was done by the MAP-map quantitation and Z-Brain annotation method, but Anti-AC3 was used in place of anti-phosphorylated ERK1/2 (Randlett et al., 2015; Brunal et al., 2020). All MAP-map processing procedures (e.g., CMTK, MATLAB scripts) were performed as described by Randlett et al. The NPO is not annotated as such in Z-Brain, but the “Diencephalon - Otpb Cluster 2” ROI fits the definition of the NPO, as it delineate the dorsal region of the preoptic area that expresses *otpb* (Herget et al., 2014).

## Data Availability

Next-generation sequencing data utilized in this publication are available from the Gene Expression Omnibus (accession code GSE213858). All other data related to this study will be provided by the authors upon reasonable request.

## Supplementary material

Supplementary Video S1 Time-lapse movie of *crhb:LRLG* larvae. CRH neurons were labeled with RFP (magenta) and GFP (green). Two cells (arrowheads, one green and one magenta), the same ones as shown in Figures 3H–H”, move away over time.

Supplementary Video S2 Time-lapse movie of larvae with CRH neurons labeled with GFP (green) and microglia labeled with mCherry (magenta). The red “X” marks the cell indicated in Figures 3I–J'. Maximum projection of z-stack for each time point is shown.

# Supplementary material for: Deficiency in the cell-adhesion molecule dscaml1 impairs hypothalamic CRH neuron development and perturbs normal neuroendocrine stress axis function
**Source:** Front Cell Dev Biol. 2023 Feb 16;11:1113675. doi: 10.3389/fcell.2023.1113675
**Supplement:** Supplementary file 2

**Supplementary document, Ma et al. 2022.**

**Cortisol ELISA Assay using Cayman Cortisol ELISA Kit**

**ELISA kit**

Cayman Chemical #500360. Kit booklet: <https://cdn.caymanchem.com/cdn/insert/500360.pdf>

**Larvae raising**

After collecting eggs from breeding tanks, pre separate the eggs into 35 embryos per dish (use dishes with 60mm x 15mm, 10ml E3 media), change medium once at 2dpf, and make sure there are at least 30 live larvae per dish, and use 30 larvae after euthanized them with ice-cold E3. Keep fish on light background during raising. Segregate *dscaml1*-/- larvae by pigmentation if needed on 4-5dpf in the mornings while cortisol is high.

**Sample collection (Can be done over multiple days depending on exp design)**

1. Foremost, test all the tubes and pipette/pipette tips for compatibility with ethyl acetate before collecting fish into the tubes. Some pipettes/tubes could melt in ethyl acetate.
2. Prepare two buckets of ice, a bucket of ethanol/dry ice bath, and a bucket of dry ice.
3. Prepare ice-cold E3 in 50ml conical tubes by filling the conical tubes with E3, keep tubes in -20 for at least 15min before numbing the samples. Then keep the tubes on ice. The number of tubes depends on the number of dishes of fish.
4. Have a 6-well or multiple 6-well plate(s) ready on ice, fill each well half full with ice cold E3, and keep on ice, or could fill the wells 15min before experiment and place in -20, then move on ice when needed. Immerse the mesh-bottom inserts (24 mm Netwell™ Insert, Corning #3480) in the wells, and make sure it is permeabilizing properly.
5. Keep collection tubes on dry ice with caps labeled and opened, and arrange them in the order of the samples. (The tubes are hard to open and label once cold, so open and label the caps in advance.)
6. After stress treatments or when fish are ready to be numbed, pour ice-cold E3 into the dishes. Completely fill each dish with ice-cold E3. Then remove half of the volume with a glass transfer pipette without removing the fish, then pour more ice-cold E3 to fill the dish.
7. Pour larvae over the mesh insert, use a squirt bottle or glass transfer pipette to remove the larvae stuck on the dish into the mesh insert.
8. Move the mesh insert into the 6-well plate then fill up the dish with ice cold E3, making sure the mesh inserts are fully immersed. If fish are floating on the surface, lift the mesh insert up and down a few times.
9. Quickly pick 30 larvae with a glass transfer pipette into the pre-chilled 1.5ml tubes on dry ice, centrifuge the tubes for 5 sec and transfer the tubes on ice, remove excess E3, leave no more than ~25 ul along with larvae.
10. Flash freeze the samples in ethanol/dry-ice bath. Then store the tubes in -80°C until the day of ELISA process. Be aware of not touching the cap with ethanol, make sure the tube label is clear at all times.

**Cortisol extraction from larvae (Needs 1 full day)**

1. Prepare ice-cold PBS the same way when numbing the larvae.
2. Prepare duplicate tubes for BCA assay.
3. Thaw samples from -80°C on ice. If there are many samples, I try doing only two random tubes at a time until I add organic solvent, I keep the tubes on ice, then repeat the procedure for another two tubes to avoid degradation of cortisol after thawing.
4. Add 250 ul PBS to the tube after thawing, then homogenize the samples for 1min with a handheld homogenizer and pestle. Change out the pestle for each different tube.
5. Centrifuge the tubes for 5 sec.
6. Keep 50ul in a separate tube for total protein estimation or genotyping later, store at -20°C, use BCA microplate kit (if needed, else ignore this step).
7. Add 500 ul ethyl acetate (Sigma-Aldrich, 33211-1L-R) to each homogenate tube, vortex 30sec-1min at max speed, then leave on ice until all tubes are ready for high-speed centrifuge.
8. Separate solvent and aqueous phase by centrifuging the tubes for 5min at 3000 g – 5000 g, ideally at 4°C, if not available, room temperature is fine.
9. After phase separation, carefully transfer the organic solvent layer to a new 1.5ml tube with new pipette tips for each tube. Repeat previous steps (Steps 4-6) 1-2 more times to extract maximum cortisol. I do 500ul the first time, then 250ul for the next two times. Do not extract more than 1ml, or else it will spill out when vacuum concentrating with lids open.
10. Store aqueous layer for later in -80°C.
11. Evaporate organic solvent in the tubes by using a speed-vacuum concentrator for 30-40 min at medium heat (30-43°C work fine, depending on the choices provided by the machine). Extend the time if needed. Check each tube when done, make sure there is no liquid left in the tubes. Residual organic solvent could disrupt the ELISA reaction.
12. Reconstitute precipitant containing cortisol in 750ul-1000ul 1X ELISA buffer, prepare buffer according to Cortisol ELISA kit instructions. Cayman ELISA kit Page 12 “PRE_ASSAY PREPARATION”.
13. If using samples immediately, keep at 4°C with occasional vortexing for 14-24hrs, at 1200rpm, repeat several times in the hours. Then spin down for 5 sec. If samples are not used immediately, freeze at -20°C. Upon use, thaw and vortex 5min at 1200rpm. Spin down for 5 sec.
14. Use 50 ul of the reconstituted cortisol for ELISA following the ELISA kit. When making a second dilution, add the reconstituted cortisol to ELISA buffer at desired dilution (1:5, or 1:10), make sure to vortex thoroughly to mix, then spin down for 5 sec. Repeat expelling can’t mix cortisol and ELISA buffer thoroughly when ELISA buffer is at a low temperature or when too much cortisol is clogging the pipette tips.

**Performing ELISA with Cayman ELISA Kit Assay (Needs 1.5-2 full days)**

Follow cortisol ELISA kit protocol

Read the ELISA kit manual carefully and thoroughly to get familiar with the reagents and terms.

**Tips**

# Make ELISA buffer (ELISA kit Page 12) at the last step of cortisol extraction. ELISA buffer will be used on the first day of ELISA assay. One bottle of ELISA buffer is enough for 1 full 96 well plate exp.

# Make Wash buffer (ELISA kit Page 12) after the plate is at 4°C. 150-200 ml volume is enough for 1 full 96 well plate exp.

# Save the adhesive cover from the first day ELISA overnight incubation, it will be needed again on the second day during plate development.

# Make Ellman’s Reagent after plate washing.

# Use new non-filter tips for removing reagents for each well during washing.

# Use reagent reservoirs and repeat pipettors when washing.

# Before developing the plate, use 200ul of wash buffer/time to rinse the wells 5-6 times.

**11-07-19 created by Michelle Ma, 5/17/22 edited by Albert Pan**

How the deposited data were processed for this re-analysis (not part of the article)

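RNA-seq libraries of 3 wild-type and 3 dscaml1−/− pools of larvae (6 to 11 larvae per pool, 3.5 to 4 dpf) were compared. Genotype and replicate number were taken from the sample labels and from the column names of the table of all genes, and 0 columns of per-sample values were left unmapped. The methods describe the pools as siblings from heterozygous parents and the libraries of a genotype as biological replicates, and name no clutch or collection day, so the p-values measure the spread between these pools. No 2 libraries of a genotype differed by less than the sampling noise (chi-square per degree of freedom from 25.1 to 161).

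The signal values of the 6 sample columns are gene counts that the authors divided by 1 size factor per library before they were deposited. The processing notes of the submitters name TopHat2, HISAT2, HTSeq and the GRCz11 build, and the roles and versions of the tools are not given in the sources used here. The mean over the libraries in the deposited table lies on another scale than the sample columns and was not used. The log2 fold changes and their standard errors, the p-values and adjusted p-values, and the likelihood ratio statistic (a score) of the deposited table are the authors' own, from the likelihood ratio test of DESeq2 with Benjamini-Hochberg adjustment according to the methods. The deposited table holds 31901 genes, of which 25317 have the authors' fit, and no gene without a fit had more than 1 read in any library. In the authors' deposited table 94 genes have an adjusted p of 1 beside an unadjusted p under 0.05. The 3 short deposited tables (25, 79 and 238 genes) repeat values of the table of all genes, and all of their values were equal. The copy of Supplementary Datasheet S1 at hand was truncated, and no set test was run on it. Gene symbols and descriptions came from the deposited table, and 29178 of the 31901 gene identifiers were found in a table of gene names. No genome sequence was used, and coordinates are those of the deposited table on GRCz11.

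Each value was divided by the value of 1 read in its library, which gave whole reads for 100% of values to within 0.001 reads. The recovered reads per library ranged from 21863982 to 23516860 in wild type (median 23278471) and from 18725190 to 20476688 in mutants (median 19617255). Genes with a value above 0 numbered 24082 to 24404 per library. The most abundant gene (krt4, or pvalb1 in mutant replicate 3) held 0.956% to 2.18% of the values, mitochondrial genes 1.94% to 2.58% and ribosomal RNA about 0.001%. TMM factors lay between 0.967 and 1.05.

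Because the values are scaled and not counts, the test was limma (version 3.58.1 in R 4.3.3) with a mean-variance trend on log2(value + 1), over the 21302 genes with a mean of at least 5. Fold changes are on this log2(value + 1) scale, which understates the change of low genes. The fit held genotype and a batch term for replicate 2 of both genotypes. That term was chosen because the log2 fold changes of Supplementary Datasheet S1, read before the tables of all genes, were matched by a count model with it. The paper's text names no such term. The fit left 3 residual degrees of freedom, with a median of 4.65 prior degrees of freedom from the other genes. Genes were counted at an adjusted p (Benjamini-Hochberg) under 0.01 with a change of at least 2-fold, the thresholds of the paper, and also at 0.05. Count tests on the recovered reads used the quasi-likelihood test of edgeR (version 4.0.16) and the likelihood ratio test of DESeq2 (version 1.42.0). An adjusted p that DESeq2 left undefined (2478 genes with the batch term) was left undefined. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

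Genes were named in the text by a rule. It took every gene that the paper names in its RNA-seq results or Supplementary Datasheet S2, and the 10 genes with the largest increase and the 10 with the largest decrease among those past 0.01 and 2-fold in all 3 pairs, of which there were 0. It also took dscaml1 and its paralogs, up to 4 members of each gene list with the lowest adjusted p, and genes of chromosome 15 within 10 Mb of dscaml1 past 0.01, of which there were 0. The values of the paper's own genes and the first rows of Supplementary Datasheet S1 had been seen when the rule was written. Genes outside the rule are marked as such where their changes are first reported.

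There were 37 lists of genes of cell types, organs and pathways, matched by symbol, and 4 lists that the study had chosen on these samples. Each list was tested with camera at a preset correlation between genes of 0.01 and with an estimated one, with adjustment over the 37 lists, and its members were counted over all genes and over the list alone. A few symbols stand for several gene identifiers, all of which were kept. The 7 keyword classes are words in the gene descriptions of 20307 genes and were tested with Fisher's exact test in each direction. The chromosome of dscaml1 was tested in the same way.

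Libraries of equal replicate number deviated together from the means of their genotypes, with correlations across genes of 0.65, 0.86 and 0.70 for replicates 1, 2 and 3, against −0.74 to 0.50 for libraries of different number. Each library correlated best with that of its own number, so the numbers were taken to pair the samples in the replicate block and in the fold changes per pair. The main fit, chosen from Supplementary Datasheet S1 before the deposited tables arrived, sets only replicate 2 apart and leaves replicates 1 and 3 unpaired. The labels give the numbers, and no source says what they share.

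The alternatives were no batch term, the replicate number as a block, pseudocounts of 0.5 and 5, no filter and a mean of at least 25, median-of-ratios, equal-total and quantile scaling, replicate 2 of both genotypes left out, each library left out in turn, edgeR and DESeq2 with and without the batch term, the authors' p-values adjusted over the genes tested, a threshold of 0.05, and windows of 5 and 20 Mb. Added after seeing the data were edgeR with a replicate block, with no filter, with RLE scaling and with replicate 2 left out, DESeq2 with a replicate block, with replicate 2 left out and with each library left out, and the estimated correlation in camera. Lists without the study's own genes were also counted only after seeing the data.

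The tests were tried on simulated counts for the 21302 genes at the means, spread and library sizes of these samples, with 67 genes changed 1.5-fold, 67 changed 2-fold and 66 changed 4-fold. At an adjusted p under 0.01, limma recovered 4.48%, 40.3% and 95.5% of them, edgeR 5.97%, 44.8% and 95.5%, and DESeq2 14.9%, 64.2% and 95.5%. Among the unchanged genes limma called 5, edgeR 7 and DESeq2 16. The other experiments of the paper (imaging, behaviour and cortisol assays) were not analysed here.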

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

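The tests of posterior hox genes, of explanations for the liver and hormone genes and of the genes near dscaml1, and the splits for the counts of genes, were chosen only after the result was seen.

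Both replicate 2 libraries lay apart from the other 4, a difference the paper does not discuss. The median log2 difference of the exocrine pancreas list there was −9.06, while the globin gene hbbe3, chosen after its value was seen, was higher by 8.90, and 3299 genes in all passed an adjusted p of 0.01 from limma. Anterior portions in replicate 2 and whole larvae in the others cannot be told apart, because of 10 posterior hox genes (median 0.622, SD 0.864 between genes) only hoxa13b, chosen after its value was seen, had a mean of at least 25 normalized counts, while intestine (−4.21) and muscle (−1.02) medians were lower too. Another phase of the day-night cycle stays open. The circadian list had a median absolute difference of 0.779, above the 95th percentile of 10000 random lists matched on mean value (0.481). That excess was not particular to the clock, so it cannot decide. The muscle (1.02) and the macrophage and microglia (0.871) lists moved further, and others such as keratinocytes (0.614) moved less. Another developmental age cannot be told apart. The medians of the proliferation and photoreceptor lists lay at 0.692 and −0.159, but the photoreceptor medians of the genotypes were 3.05 apart. The pancreas median lay opposite to that of proliferation, as a younger age would have it. With an estimated correlation neither list passed (adjusted p from camera 0.327 for pancreas, 0.342 for proliferation). No source gives an age or a collection time per library.

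The medians of hepatocyte and complement lists lay below 0 and that of neuropeptides and hormones above 0 in each of the 3 replicate pairs, at −0.61, −0.94 and −0.52 for hepatocyte secreted proteins and 0.47, 0.28 and 0.96 for neuropeptides and hormones. An earlier age of the mutant pools was taken to raise the proliferation list, which instead had a median of −0.414 in the mean of the pairs (SD 0.178, n = 3 pairs). That premise could not be checked here, as no source gives an age per library. A larger share of all neural tissue would raise its genes alike, but the neuropeptide median exceeded that of neurons by 0.454 (SD 0.277, n = 3 pairs) and of neural progenitors and glia by 0.557 (SD 0.233), though it lay within the spread of the medians of synapses (0.289 above, SD 0.336) and retinal interneurons (0.0331 above, SD 0.540). A larger share of the retina or, for the hormone genes, a later age, and a smaller share of abdominal organs cannot be told apart, since the retinal interneuron median was 0.535 (SD 0.495) but that of photoreceptors 0.309 with an SD of 1.82, and the intestine median was −0.715 with an SD of 0.767 (pancreas −0.755, SD 0.451). The genotype itself, the condition of the design, stays among the open explanations.

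Genes that the paper does not discuss changed close to dscaml1. BX927244.1 had a log2 fold change of 4.52 (standard error 0.31), zgc:162193 of 2.34 (0.24; chromosome 15 of GRCz11 from 14203675 to 14212777; 112 ± 23.1 normalized counts in wild type and 583 ± 169 in mutants, SD, n = 3) and cox7a1 of 1.28 (0.15; 20403084 to 20405796; −1.29 in replicate 2 against the others), and with a2ml they make 4 of 303 genes within 10 Mb of dscaml1 past an adjusted p of 0.05 from limma, which is 1.32% against 0.0810% elsewhere (Fisher's exact test, p = 0.000198). Over the whole of chromosome 15, 7 of 767 genes passed, against 14 of 20535 elsewhere (Fisher's exact test, p = 5.71e-06). They include rflnb (chosen after its value was seen), serpinf2b and vtna, at 12.9, 14.3 and 16.0 Mb from dscaml1. For a2ml, serpinf2b and vtna, linkage and a change of liver genes cannot be told apart. Liver genes that lie on the chromosome are argued against as the source of the excess, because 3 of 301 genes still passed without the liver and complement lists (Fisher's exact test, p = 0.000151). Over the chromosome 4 of 760 did (Fisher's exact test, p = 0.000103). Alleles linked to dscaml1 that differ between mutants and siblings would give such an excess and stay open, as does an effect of dscaml1 itself. The 4 genes within 10 Mb became 1 without wild-type replicate 1 or mutant replicate 1 and 0 without any other library. The 11 genes of DESeq2 within 10 Mb at 0.01 (Fisher's exact test, p = 0.00102) became 5 without wild-type replicate 3 and 7 without wild-type replicate 2 or mutant replicate 3.

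Without 1 library, the adjusted p from limma ranged from 0.0332 to 0.129 for BX927244.1, from 0.0556 to 0.174 for zgc:162193 and from 0.0790 to 0.174 for cox7a1.

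The proliferation list, which the paper does not discuss, had a median log2 fold change of −0.42 in the mutants. For the difference between the genotypes in replicate 2 against the others, 0 genes passed an adjusted p of 0.05 from edgeR on the recovered reads. At an unadjusted p under 0.05 there were 700, the lowest adjusted p from edgeR was 0.360, and no other tool was run.

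The 6 libraries can be split into 3 against 3 in 10 ways, too few for a share under 0.05, and in each of the following 5 results 1 split, the real one, was the most extreme. The real split gave 21 genes at an adjusted p under 0.05 from limma and the highest other 0, and 252 against 40 at 0.01 from DESeq2. The lowest camera p was 2.73e-28 against 9.61e-17 for hepatocyte secreted proteins, 5.49e-14 against 2.12e-07 for complement and 1.11e-15 against 3.32e-15 for neuropeptides and hormones, each from limma's camera. Among the 4 splits that part all 3 replicate pairs, the highest other count was 17 genes for DESeq2. The lowest other p from camera was 0.000105 for complement and 8.94e-11 for neuropeptides and hormones. The remaining splits part 1 pair.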

How the results depend on the processing

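DESeq2 with a replicate block, without replicate 2 and with single libraries left out, edgeR with a replicate block, with no filter, with RLE scaling and without replicate 2, and the estimated correlation were chosen only after the result was seen. The genes at an adjusted p under 0.01 (higher by 2-fold, lower by 2-fold, any fold) numbered 0, 0 and 0 with limma and with most alternatives of limma and edgeR. They numbered 1, 0 and 1 with the replicate number as a block in limma or edgeR (zgc:162193), with a pseudocount of 5 (BX927244.1) and with edgeR and no filter (BX927244.1). DESeq2 gave 25, 79 and 252 with the batch term, 2, 8 and 11 without it, 31, 85 and 334 with the replicate block and 56, 58 and 171 without replicate 2, and the authors' p-values gave 25, 74 and 225. At an adjusted p under 0.05 limma gave 4, 14 and 21. With 1 library left out the numbers ranged from 0 to 44, 0 to 159 and 0 to 272, where limma gave the 0 values and DESeq2 13 to 44, 49 to 159 and 102 to 272. Leaving out a library leaves 2 pools of a genotype, and why the counts move was not tested. Hepatocyte secreted proteins, complement, and neuropeptides and hormones kept their direction and an adjusted p under 0.05 from camera in all 16 alternatives at the preset correlation. With an estimated correlation none of the lists kept that adjusted p (0.315, 0.195 and 0.395). Correlation between genes does not account for all of that loss. For complement the estimate was 0.0123, near the preset 0.01, yet the unadjusted camera p went from 5.49e-14 to 0.00526. Of the other lists, 13 passed with no batch term and 0 with an estimated correlation. Members past 0.05 over all genes numbered 7 for hepatocyte secreted proteins and 2 for complement. Enriched keyword classes numbered 6 with DESeq2 and with the authors' p-values and 2 with limma at 0.05. Genes past 0.01 within 10 Mb of dscaml1 numbered 1 with the replicate block or a pseudocount of 5, 11 with DESeq2 or the authors' p-values, 4 with DESeq2 and no batch term, and 4 past 0.05. The cause was not tested for any of these. Of 946 pairs of a named gene and an alternative, 942 kept their direction and 4 did not, all of dscaml1 (without replicate 2 of either or both genotypes, or without mutant replicate 3). The replicate block also raised the genes past 0.05 from 21 to 47, and with DESeq2 ended the enrichment of enzymes (adjusted p = 0.0741 from Fisher's exact test). Apart from these and values given beside their results, the block changed no camera call and moved no list-alone count by over 1.5 times, though smaller moves occurred (proliferation 16 to 22 lower). Other scalings moved the median of all genes by −0.012 to 0.015 (log2) and turned the direction of the circadian list alone, under median-of-ratios. At this depth and number of pools limma recovered 4.48% of simulated 1.5-fold, 40.3% of 2-fold and 95.5% of 4-fold changes at 0.01.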

Differences from the paper's values

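DESeq2 with a replicate block, without replicate 2 and with each library left out, and edgeR with a replicate block or no filter, were chosen only after the result was seen.

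At an adjusted p under 0.01 and a 2-fold change, the paper reports 25 genes higher and 79 lower, and limma on log2 values gave 0 and 0. At any fold change the paper reports 238 genes under 0.01 and 116 under 0.001, where limma gave 0 and 0. All 30 liver genes and all 10 innate immunity genes are among the paper's calls, against 0 and 0 with limma. Of the alternatives set before the deposited tables arrived, DESeq2 on the recovered reads with the batch term came within 1.5 times of all of these counts (25, 79, 252, 124, 29 and 10), as did the authors' p-values adjusted over the genes tested (25, 74, 225, 112, 30 and 10). DESeq2 with no batch term did not (2, 8, 11, 9, 5 and 2), nor did limma at an adjusted p under 0.05 (4, 14 and 21 genes, 12 liver and 4 innate immunity genes). edgeR at an adjusted p under 0.05 did not either (4, 13 and 18 genes, 11 liver and 4 innate immunity genes). The remaining limma and edgeR alternatives gave 0 or 1 genes each at 0.01.

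Of the 104 genes that the paper calls at 2-fold, DESeq2 with the batch term called 103 at 2-fold and 104 at any fold, the authors' readjusted p-values 97, and DESeq2 with no batch term 9. At an adjusted p under 0.05, limma called 18 of them and edgeR 17. The replicate block in limma called 1 (zgc:162193), and so did a pseudocount of 5 (BX927244.1). Of the settings chosen after seeing the values, DESeq2 with a replicate block (31 higher, 85 lower and 334 in all) called 86 of the 104 and so dropped 18, DESeq2 without replicate 2 (58 lower, 171 in all) called 59 and dropped 45, and DESeq2 with 1 library left out called 50 to 79 and dropped 25 to 54. edgeR with a replicate block (zgc:162193) and with no filter (BX927244.1) called 1 each.

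The paper gives for adcyap1b a smaller adjusted p than the authors' deposited table, which holds an adjusted p of 0.00163 and an unadjusted p of 1.17e-05 for it. The fold change that the paper states for this gene equals the log2 fold change of the authors' deposited table to 2 decimals.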

Other observations

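The estimated correlation in camera was chosen only after the result was seen.

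Of 40 tested proliferation genes, 16 were lower and 0 higher at an adjusted p under 0.05 from limma adjusted over the list alone (0 over all genes), and 37 had a change below 0. top2a, a topoisomerase of dividing cells, had a log2 fold change of −0.76, and brca2, a DNA repair gene, had 209 ± 1.06 normalized counts in wild type and 123.5 ± 13.6 in mutants (SD, n = 3 pools each). Of 23 genes of cartilage and bone, 10 were lower and 1 higher over the list alone (0 over all genes, or col9a1b with the replicate number as a block). The collagen genes col2a1a (−0.62), col9a1b (−1.04) and col9a2 (−0.47) were among the lower ones, and the higher one was scpp8 (1.31). Of 22 skeletal muscle genes, 5 were lower over the list alone (0 over all genes), among them the giant sarcomere genes neb (−0.81), ttn.1 (−0.85) and ttn.2 (−0.85). Of 7 genes of the yolk syncytial layer 4 were lower over the list alone (0 over all genes), including mttp (−0.68) and apoa1b (−0.83), which act in lipoprotein assembly. The adjusted p from camera was 4.06e-13, 5.71e-06, 2.55e-06 and 0.000253 in that order, and with an estimated correlation it was 0.427, 0.427, 0.427 and 0.315. In replicate 2 of both genotypes the medians against the other replicates were 0.69, 0.09, −1.02 and −0.56. The 16 proliferation genes became 0 without wild-type replicate 1 or wild-type replicate 3 and 4 without mutant replicate 3, and the 10 cartilage genes 5 without mutant replicate 3 or wild-type replicate 1 and 2 without wild-type replicate 3. The 5 muscle genes became 9 without wild-type replicate 1, and without wild-type replicate 2 or mutant replicate 2 another 2 muscle genes were higher and the camera adjusted p was 0.123 and 0.126. With no batch term 0 proliferation, 2 cartilage, 2 muscle and 0 yolk genes passed.

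Of 25 genes of retinal interneurons, 8 were higher and 0 lower at an adjusted p under 0.05 from limma over the list alone (0 over all genes), with a median log2 fold change of 0.48. gabrr1, a GABA receptor subunit of bipolar cells, had 13.0 ± 0.520 normalized counts in wild type and 47.2 ± 18.8 in mutants (SD, n = 3), and cabp5b and pcp4l1 had log2 fold changes of 1.16 and 0.77. Of 31 synaptic genes 26 had a change above 0, and 3 were higher over the list alone (bdnf, gabrr1 and grin1a, 0 over all genes). Of 27 immediate early genes, which respond to neuronal activity, 24 had a change above 0 and 2 were higher over the list alone (0 over all genes). These were bdnf, with 249.5 ± 34.7 and 477 ± 155 (SD, n = 3), and egr4 (1.07), while npas4a, with 71.9 ± 46.5 and 173 ± 106 (SD, n = 3), did not pass. Of 20 genes of neural progenitors and glia, the Notch targets her4.4 (0.91) and her4.2 (0.66) were higher and gfap (−0.42) was lower over the list alone (0 over all genes). Of 37 photoreceptor genes 0 passed over the list alone, over all genes or at an unadjusted p under 0.05 with limma, and edgeR over the list and DESeq2 called 0. The medians of the replicate pairs there were 1.96, −1.64 and 0.61. The adjusted p from camera was 3.51e-07, 1.05e-05, 0.000792, 0.511 and 0.0160 for the 5 lists, and with an estimated correlation it was 0.429, 0.530, 0.429, 0.847 and 0.807. The replicate 2 medians against the other replicates were −0.10, −0.43, −1.01, 0.27 and −0.16. Without wild-type replicate 2 or mutant replicate 2, 14 synaptic and 19 photoreceptor genes were higher over their lists and 1 immediate early gene was. The 8 interneuron genes became 2 without mutant replicate 1 or mutant replicate 3 and 5 without wild-type replicate 1, the 3 synaptic genes 0 without mutant replicate 1, and the 2 immediate early genes 4 without wild-type replicate 3 (with 1 lower without mutant replicate 3). With no batch term 2 interneuron genes and 0 of the synaptic, immediate early and glial genes passed. Of the glial list, 1 gene was higher without wild-type replicate 1, and gfap did not pass when any 1 library other than mutant replicate 3 was left out. The camera p of immediate early genes became 0.0548 without mutant replicate 3 and 0.0768 without wild-type replicate 1, and that of photoreceptors 0.914 without mutant replicate 1 (median −0.07), 0.624 without wild-type replicate 1 (median −0.15) and 0.115 without mutant replicate 3.

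Few genes of skin, pigment cells and lens passed over their lists, and 0 did with no batch term from limma. Of 20 keratinocyte genes anxa1a (0.59) and agr1 (0.43) were higher over the list alone from limma (0 over all genes; camera adjusted p = 0.418, 0.847 with an estimated correlation), and 0 were without mutant replicate 3 (camera adjusted p = 0.0119) or wild-type replicate 3. Without wild-type replicate 2 or mutant replicate 2, 1 was higher and 1 lower. Of 13 xanthophore and iridophore genes gch2 (1.03) was higher and paics (−0.73) lower over the list alone (0 over all genes; camera adjusted p = 0.0194, 0.315 with an estimated correlation and 0.105 without mutant replicate 3), and 4 were lower without mutant replicate 1, 3 with the replicate number as a block (paics, gart and gpnmb) and 0 without wild-type replicate 1 or mutant replicate 3. Of 19 lens genes 1 was lower over the list alone from limma (crybb1l3, −2.19, 0 over all genes), 9 were without wild-type replicate 1 and 0 without any other library. The lens median was −0.64, with 0.68, −0.29 and −2.42 in the pairs (camera adjusted p = 0.00647, 0.662 with an estimated correlation, 0.0793 at a mean value of at least 25, 0.123 without mutant replicate 3 and 0.193 without wild-type replicate 3, where the median was 0.13). Of 26 cholesterol synthesis genes only tmem97 was higher over the list alone from limma (103 ± 15.3 and 198 ± 7.21 normalized counts, SD, n = 3; 0 over all genes), with a camera adjusted p of 0.686 (0.930 with an estimated correlation) that became 0.00587 without wild-type replicate 1 (median −0.30) and 0.0234 without wild-type replicate 3 (median 0.15).

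All 15 erythrocyte genes had a change below 0, 10 of them in each of the 3 replicate pairs, with a median of −0.50. Over the list alone or over all genes 0 passed with limma, with 4 lower at an unadjusted p under 0.05, 0 called by DESeq2 and 1 lower over the list from edgeR, and 12 were lower over the list without wild-type replicate 3. Under the replicate number as a block 8 were lower over the list from limma, and 1 of the 2 globin genes named hbae1.3 (log2 fold change −0.72, chosen after its value was seen), uncertain where copies share reads, was lower over all genes. The camera adjusted p was 0.000285 (0.501 with an estimated correlation, 0.0691 without wild-type replicate 1 and 0.129 with no batch term), and the replicate 2 median was 2.93. No call was made by limma over the list alone or over all genes, or by DESeq2 at 0.01, for 10 cardiac, 32 circadian, 16 heat shock, 14 melanophore and 10 posterior hox genes. At an unadjusted p under 0.05 from limma these lists had 4, 0, 5, 0 and 0 genes, and their medians were −0.13, 0.01, 0.01, 0.10 and −0.16. Their adjusted p from camera was 0.687, 0.930, 0.762, 0.581 and 0.581, and with an estimated correlation 0.906, 0.943, 0.930, 0.848 and 0.820. Without wild-type replicate 2, 1 cardiac gene was higher and 2 were lower over the list, without mutant replicate 2 there was 1 in each direction, and without mutant replicate 1 there was 1 higher, as with DESeq2 over the list. A single heat shock gene, hsp90aa1.2 (0.58, chosen after its value was seen), was higher over its list with the replicate number as a block.

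Between replicate 2 and the other replicates, the clock genes per2 (−1.21), cry1aa (−1.08) and npas2 (−2.13) differed on the log2 scale, as did the glucocorticoid targets klf9 and pck1 (−3.89), the pigment gene pmelb (4.46) and the heme synthesis gene alas2 (4.18), genes chosen after their values were seen.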
